# Transcriptome Profiling Following Neuronal and Glial Expression of ALS-Linked SOD1 in *Drosophila*

**DOI:** 10.1534/g3.113.005850

**Published:** 2013-04-01

**Authors:** Emily L. Kumimoto, Taylor R. Fore, Bing Zhang

**Keywords:** *Drosophila*, ALS, SOD1, glia, motoneuron

## Abstract

Amyotrophic lateral sclerosis (ALS) generally is a late-onset neurodegenerative disease. Mutations in the Cu/Zn superoxide dismutase 1 (SOD1) gene account for approximately 20% of familial ALS and 2% of all ALS cases. Although a number of hypotheses have been proposed to explain mutant SOD1 toxicity, the molecular mechanisms of the disease remain unclear. SOD1-linked ALS is thought to function in a non–cell-autonomous manner such that motoneurons are critical for the onset, and glia contribute to progression of the disease. Recently, it has been shown in *Drosophila melanogaster* that expression of human SOD1 in a subset of neuronal cells causes synaptic transmission defects, modified motor function, and altered sensitivity to compounds that induce oxidative stress. Here we used the Gal4-UAS (Upstream Activation Sequence) system to further characterize flies expressing wild-type *Drosophila* SOD1 (dSOD1) and the mutant human SOD1^G85R^ (G85R) allele in motoneurons and glia. Cell-specific expression of both dSOD1 and G85R was found to influence lifespan, affect sensitivity to hydrogen peroxide, and alter lipid peroxidation levels. To better understand the genetic consequences of G85R expression in motoneurons and glia, we conducted microarray analysis of both young flies (5 days old) and old flies (45 days old) expressing G85R selectively in motoneurons or glia and concurrently in motoneurons and glia. Results from this microarray experiment identified candidate genes for further investigation and may help elucidate the individual and combined contributions of motoneurons and glia in ALS.

Amyotrophic lateral sclerosis (ALS), also known as Lou Gehrig's disease, involves the progressive degeneration of the cortical and spinal motoneurons (MN) that control voluntary skeletal muscle movement. Symptoms include muscle weakness, followed by paralysis as the disease progresses. Death results within 1–5 years after onset, usually due to respiratory failure (Boillee *et al.* 2006a). Most cases of ALS are sporadic, but approximately 10% are of familial origin, of which, approximately 20% have been linked to mutations in the Cu/Zn superoxide dismutase 1 (SOD1) gene (Boillee *et al.* 2006a; Rosen 1993).

SOD1 is ubiquitously expressed in all cells and functions to catalyze the dismutation of superoxide into oxygen and hydrogen peroxide. Over 150 mutations in the SOD1 gene have been linked to ALS. In mice, SOD1 loss-of-function does not result in neurodegeneration, whereas ubiquitous overexpression of mutant SOD1 leads to ALS-like symptoms, including those mutant SOD1 genes with a normal dismutase function (Bruijn *et al.* 1997; Gurney *et al.* 1994; Wong *et al.* 1995). This indicates that mutations result in a toxic gain of function, rather than loss of function, that leads to the selective degeneration of motoneurons. A number of hypotheses have been proposed to explain SOD1 toxicity, including oxidative stress, mitochondrial dysfunction, impaired axonal transport, glutamate excitotoxicity, protein aggregation, proteasome dysfunction, and others (Bruijn *et al.* 2004). However, the cellular and molecular mechanisms by which mutant SOD1 induces neurodegeneration is still not fully understood.

Although motoneurons are the cells that are primarily affected, it is believed that SOD1-linked ALS is a non–cell-autonomous disease and that glia contribute to the pathology. Disease symptoms fail to manifest in transgenic mice and rats expressing mutant SOD1 exclusively in either motoneurons or astrocytes (Gong *et al.* 2000; Lino *et al.* 2002). However, cell type selective excision of mutant SOD1 from motoneurons of transgenic mice delayed disease onset, while excision of mutant SOD1 from microglia slowed disease progression (Boillee *et al.* 2006b). Hence, these *in vivo* studies underscore the importance of glia as well as neuron-glia interaction in ALS development.

Flies and humans share highly conserved genes and similar cellular organization and functions of the nervous system, making *Drosophila* flies highly relevant to understanding human biology and disease. Human neurological diseases successfully modeled in flies include Alzheimer’s disease (Greeve *et al.* 2004; Iijima *et al.* 2004), Parkinson’s disease (Feany and Bender 2000; Greene *et al.* 2003; Yang *et al.* 2003), polyglutamine-related diseases (Jackson *et al.* 1998; Satterfield *et al.* 2002; Warrick *et al.* 1998), adrenoleukodystrophy (Min and Benzer 1999), fragile-X syndrome (Michel *et al.* 2004; Morales *et al.* 2002; Schenck *et al.* 2003; Tauber *et al.* 2011; Xu *et al.* 2004; Zhang *et al.* 2001), and autosomal dominant hereditary spastic paraplegia (Sherwood *et al.* 2004; Trotta *et al.* 2004). The use of flies to model these diseases has provided important insights into human neurological disorders, so flies may also make valuable contributions to understanding ALS.

Several attempts have been made at modeling SOD1-linked ALS in flies. Elia *et al.* (1999) expressed the G41S human SOD1 allele in motoneurons and found that it extended the lifespan of flies and enhanced resistance to paraquat (*N*,*N*′-dimethyl-4,4′-bipyridinium dichloride) (Elia *et al.* 1999). Mockett *et al.* (2003) ubiquitously expressed several mutant human SOD1 alleles (G37R, G41D, G93C, I113T, A4V) in SOD1-null mutant flies. In that case, however, only a recessive phenotype was observed that resulted in decreased lifespan and a sudden increase in oxidative stress in older flies. Using the human G85R and A4V alleles, Watson *et al.* (2008) demonstrated that expression of G85R in motoneurons impaired synaptic transmission, caused motor dysfunction, and resulted in accumulation of SOD1 aggregates. Recently, Islam *et al.* (2012) reported that cell-specific expression of G85R and A4V and wild-type human SOD1 altered motor function and influenced sensitivity to the neurotoxin β-*N*-methylamino l-alanine (BMAA). When these proteins were expressed under a Gal4 driver specific for glia, flies showed an age-dependent loss of motor function and increased sensitivity to BMAA. In contrast, when these proteins were selectively expressed in MN and simultaneously in MN and glia (MN+glia), motor activity was enhanced, and the flies had increased resistance to BMAA (Islam *et al.* 2012). These results indicate that the mutant allele used and the cell type in which it is expressed are important for investigating the effects of SOD1 in flies.

Here, we further investigated G85R expression in flies and report that cell-specific expression of wild-type *Drosophila* SOD1 and G85R influences lifespan, affects lipid peroxidation, and alters the sensitivity to hydrogen peroxide. To better understand the consequences of cell-specific expression of G85R, we conducted a microarray experiment to investigate global changes in gene expression in young and old flies expressing G85R in either MN or glia or in MN+glia. Results from this microarray experiment identified candidate genes for further investigation and may help elucidate the individual and combined contributions of motoneurons and glia in ALS.

## Materials and Methods

### *Drosophila* stocks and maintenance

We used the Gal4-UAS binary system (Brand and Perrimon 1993) to express wild-type *Drosophila* SOD1 (*dSOD1*) and mutant human SOD1 (*hSOD1*) in specific cell types. UAS-*dSOD1* (dSOD1) was used as a control , whereas the UAS-*hSOD1* gene carrying the G85R mutation (UAS-*hSOD1*^G85R^ [G85R]) is an ALS-linked hSOD1 mutant (Watson *et al.* 2008). As another control, the Gal4 drivers were crossed with a wild-type strain (Canton-S [CS]). D42-Gal4 (D42) (Yeh *et al.* 1995) and M1B-Gal4 (M1B) (Kretzschmar *et al.* 2005) were used to drive SOD1 expression in motoneurons and glia, respectively. D42-Gal4 and M1B-Gal4 (D42+M1B) were used together to express SOD1 in both motoneurons and glia simultaneously. For a green fluorescent protein (GFP) reporter, we used UAS-*mCD8GFP* (Lee and Luo 1999).

Adult male flies were collected within 24 hr after eclosion and placed into food vials in groups of 10. Stocks were reared on fly food (cornmeal-molasses-agar medium) under standard conditions (25°C, 70% humidity, and a 12-hr light/12-hr dark cycle) and transferred to fresh food vials every 5–7 days.

### Western blotting

To verify expression of SOD1 proteins, ten 1-day-old adult male flies were homogenized in 200 µl of 1% Triton-X 100. Samples were centrifuged at 13,000 × *g* for 5 min at 4°C. Sodium dodecyl sulfate (SDS) loading buffer was added to the supernatant and heated for 5 min at 100°C. Approximately 10 µg of protein was loaded onto a 15% SDS-polyacrylamide gel. Samples were separated by polyacrylamide gel electrophoresis and transferred to a nitrocellulose membrane. Western blots were probed as described by Watson *et al.* (2008). Specifically, we used the rabbit polyclonal hSOD1 antibody SC-11407 (catalog no. FL154,1:350 dilution; Santa Cruz Biotechnology, Santa Cruz, CA) to detect the dSOD1 protein and NCL-SOD1 mouse monoclonal antibody to hSOD1 (1:500 dilution; Novocastra Laboratories Ltd., Newcastle upon Tyne, UK) to detect G85R. Mouse monoclonal tubulin antibody was used as an internal reference (1:1000 dilution; product code, T6199; Sigma-Aldrich).

### Cell specificity of Gal4 drivers

To verify the cell-specific expression of the D42, M1B, and D42+M1B drivers, we crossed them with UAS-*mCD8GFP* as a reporter. F_1_ adults were collected and examined for GFP expression. The central nervous system (CNS) of adult males (<2 days after eclosion) was dissected in chilled 1× phosphate-buffered saline (PBS) and fixed in 4% formaldehyde, followed by a wash in 1× PBX (1× PBS containing 0.1% Triton-X). Primary antibodies were used as follows: anti-GFP (Invitrogen) at 1:1000 dilution; anti-Elav (monoclonal antibody (mAb): 9F8A9; Developmental Studies Hybridoma Bank [DHSB], University of Iowa; a pan-neuronal antibody) at 1:100 dilution; and anti-Repo (mAb: 8D12; DHSB; a glia-specific antibody) at 1:100 dilution. Secondary antibodies were labeled with Alexa Fluor 488 and 594 (Jackson ImmunoResearch) at 1:100 dilution. Fixed specimens were mounted in Vectashield (Vector Laboratories) and imaged using a Leica model TCS SP8 confocal microscope. Whole-brain images were taken using the tile scan feature and a plan-apochromat 25× (0.95 NA) lens at the following settings: 0.55-μm *z*-dimension steps, 1024 × 1024 pixels, 10% tile overlap, and 12-bit data acquisition. Maximum intensity *z* projections were generated from the merged tile scan image using FIJI software (Schindelin *et al.* 2012).

### Lifespan determination

Adult male flies were collected and maintained as described above. Flies were transferred to a new food vial and scored for survivorship every 2–3 days. Lifespan graphs were analyzed using GraphPad Prism 4 software, and *P* values were determined from a log-rank test.

### Hydrogen peroxide assay

Adult male flies were collected and maintained as described above. Flies were aged to 5 and 45 days (d) on fly food and then transferred to empty food vials containing a piece of filter paper saturated with 300 µl of 0.5% H_2_O_2_ in 3% sucrose. Flies were transferred to new vials containing fresh solution every 24 hr. Dead flies were counted every 12 hr. Survivorship graphs were analyzed in GraphPad Prism 4, and *P* values were determined from a log-rank test.

### Lipid peroxidation assay

Adult male flies were aged to 5 and 45 days old on fly food under standard conditions. Lipid peroxidation (LPO) levels were determined from three biological replicates, using the LPO-586 assay (catalog no. 21012; Bioxytech; Oxis Research). For each sample, 60 whole flies were homogenized in 300 µl of ice-cold 20 mM Tris, pH 7.4, with 5 mM butylated hydroxytoluene, and centrifuged for 10 min at 3000 × *g* at 4°C, and the supernatant was stored at −80°C. A 140-µl sample was added to 455 µl of reagent R1 (*N*-methyl-2-phenlindole in acetonitrile) diluted with ferric iron in methanol; and 105 µl of 12 N HCl was added to each sample and then incubated at 45° for 60 min. Samples were centrifuged for 10 min at 15,000 × *g* and 2× 300 µl of supernatant was transferred to a 96-well microplate. A Synergy HT plate reader (BioTek Instruments, Inc.) was used to measure absorbance at 586 nm, and samples were compared to 1,1,3,3-tetramethoxypropane standards. Results were analyzed using GraphPad Prism 4 software, and statistical significance was determined by one-way ANOVA, followed by a Bonferroni multiple comparison test.

### RNA preparation

Total RNA was isolated from three biological replicates for each genotype and each age for a total of 36 samples. Each replicate consisted of a pool of 40 adult male flies aged to 5 days and 45 days on cornmeal agar and then flash frozen in liquid nitrogen. Total RNA was isolated by homogenizing whole adult flies in Trizol (catalog no. 15596-026; Invitrogen), followed by a chloroform extraction (catalog no. CX1055; EMD Chemicals), isopropanol precipitation (catalog no. A414; Fisher Scientific), and an ethanol wash (catalog no. E200; Pharmco-AAPER). RNA pellets were resuspended in RNase-free water and purified using an RNeasy kit (catalog no. 74104; Qiagen) according to the manufacturer’s protocol. RNA concentration and purity were determined by analyzing the samples by spectrophotometry and with a bioanalyzer (model 2100 Bioanalyzer; Agilent Technologies).

### Microarray analysis

For each sample, 250 ng of total RNA was processed, labeled, and hybridized to Affymetrix GeneChip *Drosophila* Genome 2.0 arrays for a total of 36 arrays. The *Drosophila* Genome 2.0 array contains 18,800 probe sets, representing 18,500 transcripts (http://www.affymetrix.com). RNA labeling and GeneChip hybridizations were carried out by a service provider according to the manufacturer’s protocol (Nottingham *Arabidopsis* Stock Centre International Affymetrix Service, Loughborough, United Kingdom) (Craigon *et al.* 2004).

To analyze our microarrays, we used Robin, an open access graphic user interface that allows for R-based assessment and analysis of microarray data (Lohse *et al.* 2010). Cell intensity (CEL) files were imported into Robin version 1.1.5 software (http://mapman.gabipd.org), and, using the default settings, the data were normalized by robust multiarray averaging (RMA) (Irizarry *et al.* 2003), and linear models for microarray data (LIMMA) were selected as the analysis strategy (Lohse *et al.* 2010; Smyth 2004). Three chips consisting of independent biological replicates were analyzed for each genotype at each age with the exception of 5d M1B::G85R flies. Only 2 chips were used for analysis of 5d M1B::G85R flies because Robin detected RNA degradation in one of the replicates. Microarray data were deposited in the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE37148 (Barrett *et al.* 2011).

Changes in gene expression were first determined by comparing flies expressing G85R to their respective dSOD1 controls for each cell type at each age. To investigate the temporal effect of SOD1 expression, we performed a meta-analysis with Robin software. For the meta-analysis, 45d flies expressing G85R were first compared to their 5d G85R-expressing counterparts. Next, 45d control flies expressing dSOD1 were compared to their 5d dSOD1 counterparts. To eliminate the effects of normal aging, the transcriptional differences in expression in old G85R flies were then compared to the transcriptional differences of old dSOD1 flies. To correct for multiple comparisons, a Benjamini-Hochberg false discovery rate was applied to the data, and genes with a corrected *P* value of ≤0.05 were considered significant.

### Gene ontology and pathway analysis

Identification of enriched gene ontology (GO) terms was performed using genes with a Benjamini-Hochberg corrected *P* value of ≤0.05, using Database for Annotation, Visualization, and Integrated Discovery (DAVID) version 6.7 software (http://david.abcc.ncifcrf.gov) (Dennis *et al.* 2003; Huang *et al.* 2009). The background was set to the Drosophila_2 array, which corresponds to the Affymetrix GeneChip *Drosophila* Genome 2.0 array. The Functional Annotation Chart was used to identify enriched GO terms for biological processes, molecular functions, cellular components, and *Kyoto Encyclopedia of Genes and Genomes* (KEGG) pathways (Kanehisa and Goto 2000; Kanehisa *et al.* 2012). A Benjamini corrected Expression Analysis Systematic Explorer (EASE) score of *P* < 0.05 was considered statistically significant.

### Quantitative RT-PCR

To validate the microarray results, we performed quantitative RT-PCR (qPCR) experiments using an independent set of flies collected and maintained as described above. Samples consisted of three independent biological replicates containing pools of 40 whole, adult male flies. RNA was isolated as described above, and an on-column DNase treatment was performed during purification (catalog no. 79254; Qiagen). A 200-ng sample of RNA was reverse transcribed to cDNA using Superscript III first-strand synthesis SuperMix for qRT-PCR according to the manufacturer’s protocol (catalog no. 11752-050; Invitrogen). qPCR was performed with a model 7500 real-time PCR system (Applied Biosystems) using Maxima SYBR Green/ROX qPCR Master Mix (catalog no. K0222; Fermentas). Cycling conditions were 2 min at 50°C, then 10 min at 95°C, followed by 40 cycles of 15 sec at 95°C, and 1 min at 60C°. Ribosomal protein L32 (rp49) was used as the reference gene to control for error between samples. Primer3 was used for primer design (Rozen and Skaletsky 2000) (Supporting Information, Table S1). Relative changes in gene expression were calculated using the 2^−ΔΔCT^ method (Livak and Schmittgen 2001). Gene expression changes in G85R flies are relative to dSOD1 expression under the same cell-specific Gal4 drivers. Statistical significance was determined by a *t*-test, and *P* < 0.05 was considered significant.

## RESULTS

### Expression of SOD1 is cell-specific

Although the Gal4 drivers used in our experiments are well-established by other studies (Kretzschmar *et al.* 2005; Parkes *et al.* 1998; Yeh *et al.* 1995), we sought to confirm their cell expression specificity by crossing the D42, M1B, and D42+M1B Gal4 drivers with a UAS-*mCD8GFP* reporter (Figure 1, A-C). Our data confirmed that D42 is specific to motoneurons in both the ventral nerve cord and brain, whose nuclei were positive for the neuronal marker Elav (Robinow and White 1991). M1B expresses specifically in glia with elaborate processes, whose nuclei are positive for the glial marker Repo (Halter *et al.* 1995; Xiong *et al.* 1994). We also used Western blot analysis to confirm the presence of dSOD1 and G85R proteins in 1d flies when crossed with the D42, M1B, and D42+M1B Gal4 drivers (Figure 1D). G85R expression was confirmed using an antibody that detects only hSOD1 (NCL-SOD), and *Drosophila* SOD1 expression was detected with an antibody for dSOD1 (code FL154) (Watson *et al.* 2008).

**Figure 1:**
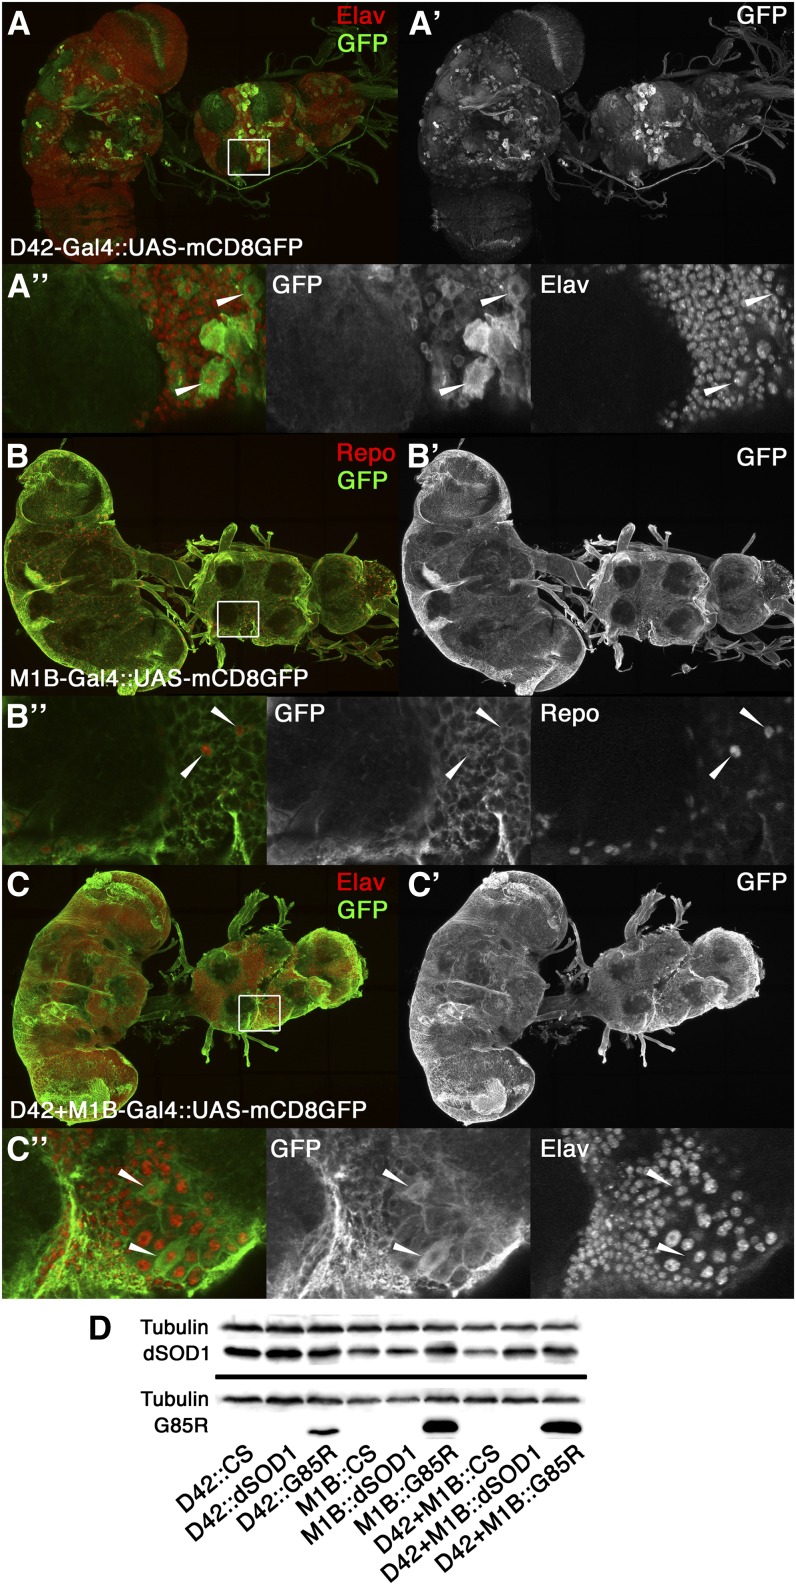
Cell specificity of Gal4 drivers and transgene expression of dSOD1 and G85R. Cell-specific expression was confirmed by crossing Gal4 drivers with a green fluorescent protein (GFP) reporter (UAS-*mCD8GFP*). Protein expression was confirmed by Western blot analysis. (A, B, C) Maximum intensity projections of motoneurons (D42) and glia-specific (M1B) and combined D42+M1B Gal4 drivers expressing membrane-bound GFP (A′, B′, and C′). Neuronal and glia nuclei (in red) are anti-Elav and anti-Repo markers, respectively. (A,” B,” C”) Selected z slices from the T1 segment of the ventral nerve cord (VNC). (A”) Arrowheads show the cell body of motoneurons. (B”) GFP is extensively expressed in all glial processes, with select glia nuclei. (C”) In the combined driver, motor neuron cell bodies are morphologically distinct among the glia processes. (D) Western blot analysis showing expression of the G85R transgene under the D42, M1B, and D42+M1B Gal4 drivers. Extracts from 1-day-old flies were probed with antibodies that detect dSOD1 (FL154), hSOD1 (NCL-SOD1), and tubulin (serving as a loading control).

### SOD1 expression affects fly lifespan in a cell-specific manner

Transgenic expression of neurodegenerative disease proteins in flies typically shortens the lifespan of flies (Finelli *et al.* 2004; Lee *et al.* 2004; Miguel *et al.* 2011; Pandey and Nichols 2011; Yang *et al.* 2006). To examine the effect of cell-specific expression of G85R on fly lifespan, we used D42, M1B, and D42+M1B Gal4 drivers to express dSOD1 (control) or G85R (experimental) in MN, glia, and MN+glia, respectively. As an additional control, we also crossed the Gal4 drivers with the wild-type CS strain. Expression of G85R in MN (D42::G85R) slightly decreased the lifespan of male flies compared to those of D42::dSOD1 and D42::CS controls (Figure 2A). The 50% survival time (S50) was 67 days for D42::G85R flies, 71 days for D42::dSOD1 flies, and 72 days for D42::CS flies. Expression of G85R in glia (M1B::G85R) had a lifespan similar to M1B::dSOD1 controls (S50 = 69 *vs*. S50 = 64, respectively). However, both M1B::G85R and M1B::dSOD1 treatments decreased the lifespan of flies compared to that with M1B::CS (S50 = 79) (Figure 2B). Surprisingly, simultaneous expression of G85R in MN+glia (D42+M1B::G85R) increased lifespan of flies (S50 = 71) compared to D42+M1B::dSOD1 (S50 = 60) and D42+M1B::CS (S50 = 65) controls. These results indicate that overexpression of G85R in motoneurons or glia, and not in both, decreased the lifespan of flies. Similar to M1B::dSOD1, D42+M1B::dSOD1 decreased lifespan compared to their respective CS controls (Figure 2C), suggesting that overexpression of the wild-type dSOD1 in glia may also affect flies.

**Figure 2:**
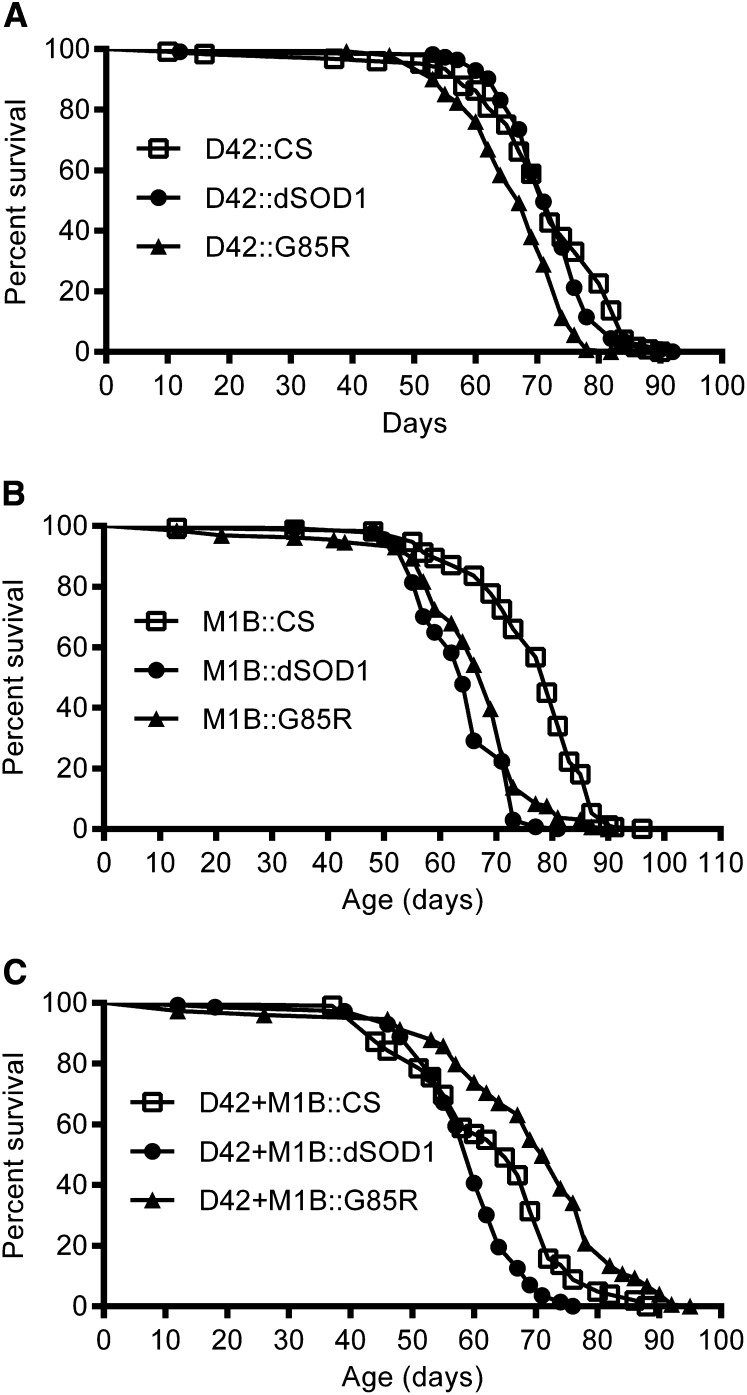
Lifespan of flies with cell-specific Gal4 drivers crossed with wild-type (CS), dSOD1, and G85R flies. (A) Lifespan of flies with the D42 motoneuron Gal4 driver (D42::CS, n = 125; D42::dSOD1, n = 113; and D42::G85R, n = 142). D42::dSOD1 flies had a lifespan similar to that of D42::CS flies. D42::G85R flies had a reduced lifespan compared to that of D42::dSOD1 (*P* < 0.0001) and D42::CS flies (*P* < 0.0001). (B) Lifespan of flies with the M1B glia Gal4 driver (M1B::CS, n = 172; M1B::dSOD1, n = 165; and M1B::G85R, n = 138). M1B::dSOD1 flies had a reduced lifespan compared to that of M1B::CS flies (*P* < 0.0001). M1B::G85R flies had a reduced lifespan compared to that of M1B::CS flies (*P* < 0.0001) and a slightly increased lifespan compared to that of M1B::dSOD1 flies (*P* < 0.01). (C) Lifespan of flies with D42+M1B Gal4 driver (D42+M1B::CS, n = 102; D42+M1B::dSOD1, n = 143; and D42+M1B::G85R, n = 148). D42+M1B::dSOD1 flies had a reduced lifespan compared to that of D42+M1B::CS flies (*P* < 0.0001). D42+M1B::G85R flies had an increased lifespan compared to those of both D42+M1B::CS flies (*P* < 0.0001) and D42+M1B::dSOD1 flies (*P* < 0.0001).

### Older flies expressing mutant human SOD1 exhibit an increased sensitivity to hydrogen peroxide

Environmental factors are thought to contribute to ALS and other neurodegenerative diseases (Mitchell 2000). To test the effect of environmental oxidative stress, we fed 5d and 45d flies 0.5% H_2_O_2_ in 3% sucrose (Figure 3). At 5d, D42::G85R flies (S50 = 96 hr) were slightly more sensitive to H_2_O_2_ than D42::CS (S50 = 108 hr) or D42::dSOD1 (S50 = 108 hr). Under the glia driver, 5d M1B::dSOD1 flies (S50 = 120 hr) were slightly more resistant to H_2_O_2_ than M1B::CS (S50 = 108 hr) and M1B::G85R (S50 = 108 hr); 5d D42+M1B::G85R flies (S50 = 108 hr) were also slightly more sensitive to H_2_O_2_ than D42+M1B::CS (S50 = 120 hr) and D42+M1B::dSOD1 (S50 = 120 hr). All 45d G85R-expressing flies had an increased sensitivity compared to both their respective dSOD1 and CS controls as measured by the effect of H_2_O_2_ on the lifespan of flies. The S50 was 48 hr for D42::G85R, 84 hr for D42::CS, and 132 hr for D42:dSOD1. With glial expression, M1B::G85R also had the shortest lifespan (S50 = 60 hr), followed by M1B::CS (S50 = 72 hr) and M1B::dSOD1 (S50 = 108 hr). Under the control of MN+glia Gal4 drivers, the lifespan of G85R flies was also shorter (S50 = 48 hr) than that of D42+M1B::dSOD1 (S50 = 60 hr) and D42+M1B::CS (S50 = 72 hr). Interestingly, D42::dSOD1 and M1B::dSOD1 increased resistance to H_2_O_2_ compared to their respective CS controls, but D42+M1B::dSOD1 flies did not. Furthermore, expression of dSOD1 in glia or MN+glia also had a complex effect on lifespan, with notable early deaths but prolonged survival in later hours. Overall, when exposed to H_2_O_2_, G85R expression significantly shortened the lifespan of flies in MN, glia, or both compared to either the CS control or its genetically closer background control (dSOD1).

**Figure 3:**
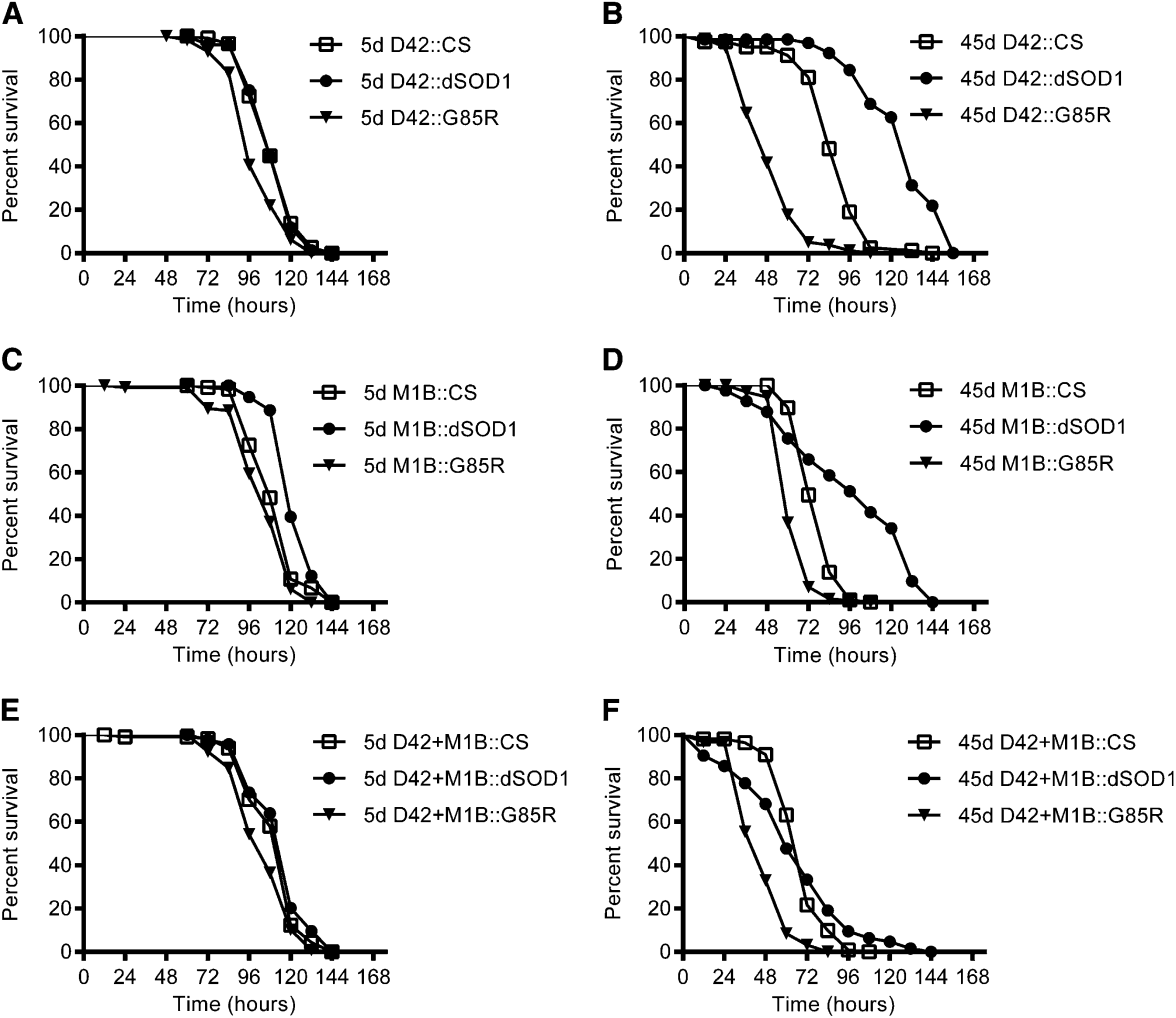
Older flies expressing G85R were more sensitive to low levels of hydrogen peroxide. All flies were fed on 0.5% H_2_O_2_ in 3% sucrose. (A) Survivorship graphs of 5-day-old flies with motoneuron D42 Gal4 driver (D42::CS, n = 116; D42::dSOD1, n = 76; and D42::G85R, n = 113). D42::G85R flies were slightly more sensitive to H_2_O_2_ than D42::CS (*P* < 0.0001) and D42::dSOD1 (*P* < 0.0001) flies. (B) Survivorship graphs of 45-day-old flies with D42 Gal4 driver (D42::CS, n = 79; D42::dSOD1, n = 65; and D42::G85R, n = 79). D42::dSOD1 flies had increased resistance to H_2_O_2_ compared to D42::CS flies (*P* < 0.0001). D42::G85R flies had increased sensitivity to H_2_O_2_ compared to D42::CS (*P* < 0.0001) and D42::dSOD1 (*P* < 0.0001) flies. (C) Survivorship graphs of 5-day-old flies with glia M1B Gal4 driver (M1B::CS, n = 120; M1B::dSOD1, n = 114; M1B::G85R). M1B::dSOD1 flies were slightly more resistant to H_2_O_2_ than M1B::CS (*P* < 0.0001) and M1B::G85R (*P* < 0.0001) flies. (D) Survivorship graphs of 45-day-old flies with M1B driver (M1B::CS, n = 172; M1B::dSOD1, n = 41; M1B::G85R, n = 87). M1B::dSOD1 flies had increased resistance to H_2_O_2_ compared to M1B::CS flies (*P* < 0.01) flies. M1B::G85R flies had increased sensitivity to H_2_O_2_ compared to M1B::CS (*P* < 0.0001) and M1B::dSOD1 (*P* < 0.0001) flies. (E) Survivorship graphs of 5-day-old flies with D42+M1B Gal4 driver (D42+M1B::CS, n = 114, D42+M1B::dSOD1, n = 94; D42+M1B::G85R, n = 118). D42+M1B::G85R flies were slightly more sensitive to H_2_O_2_ than D42+M1B::CS (*P* < 0.01) and D42+M1B::dSOD1 (*P* < 0.0001) flies. (F) Survivorship graphs of 45-day-old flies with D42+M1B Gal4 driver (D42+M1B::CS, n = 111; D42+M1B::dSOD1, n = 63; D42+M1B::G85R, n = 94). D42+M1B::dSOD1 flies had a sensitivity similar to that of H_2_O_2_ as D42+M1B::CS flies. D42+M1B::G85R flies were more sensitive to H_2_O_2_ than D42+M1B::CS (*P* < 0.0001) and D42+M1B::dSOD1 (*P* < 0.0001) flies.

### Older flies with G85R expression in MN+glia had increased levels of lipid peroxidation

Oxidative stress is believed to be an important mechanism in the pathology of ALS (Carri *et al.* 2003). Lipids are susceptible to oxidative degradation, and the end products of their degradation can be quantified as a measure of oxidative stress. Here, we measured malondialdehyde (MDA) concentration to test flies with cell-specific expression of G85R for indications of oxidative stress (Figure 4, A–C). Cell-specific Gal4 drivers crossed with wild-type (CS) flies had higher MDA levels than those with either dSOD1 or G85R. Relative to the Gal4 driver::CS, Gal4::dSOD1 is a closer genetic control for Gal4::G85R. Hence, we compared dSOD1 and G85R for their effects on MDA levels. There were no statistical differences in MDA levels between any 5d flies expressing G85R and their dSOD1 controls. At 45d, however, D42::G85R and M1B::G85R had significantly increased MDA levels compared to their respective dSOD1 controls. D42+M1B::G85R flies, however, were not significantly different from D42+M1B::dSOD1 controls. To ascertain that we could detect changes in lipid peroxidation, we fed 5d wild-type flies with paraquat (10 mM in 3% sucrose solution) and detected a significant increase in MDA levels compared to CS flies fed a 3% sucrose control solution (Figure 4D).

**Figure 4:**
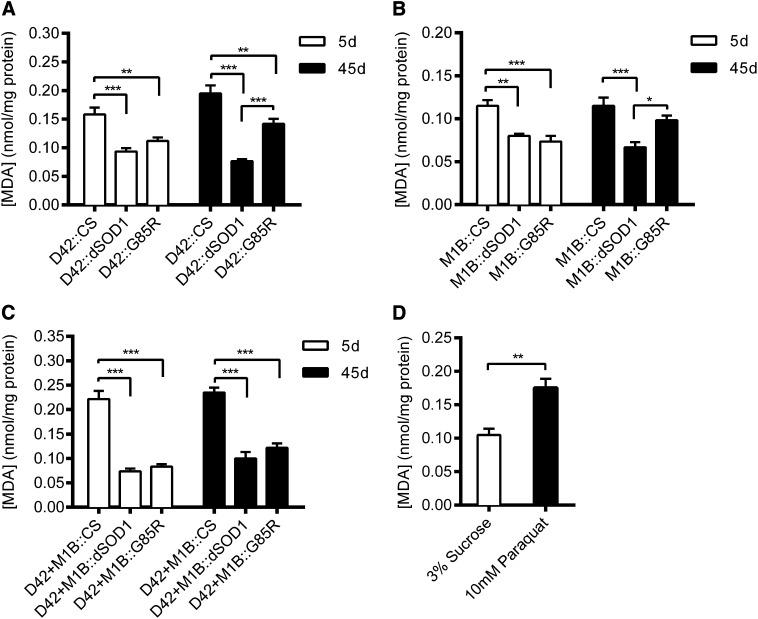
Lipid peroxidation levels of 5- and 45-day-old flies with cell-specific Gal4 drivers crossed with wild-type (CS), dSOD1, and G85R flies, as measured by malondialdehyde (MDA) concentration (nmol/mg). (A) MDA for flies with the D42 motoneuron Gal4 driver. (B) [MDA] for flies with the M1B glia Gal4 driver. (C) [MDA] for flies with the D42+M1B motoneuron and glial Gal4 drivers. (D) [MDA] for 5-day-old wild-type (CS) flies treated with 10 mM paraquat in 3% sucrose solution or the sucrose solution. *P < 0.05; **P < 0.001; ***P < 0.0001.

### Overview of gene expression profile

To better understand the genetic consequences of G85R expression in neuronal cells, we conducted a microarray experiment using flies with G85R expression in MN, glia, or in MN+glia. 

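In 5d flies with G85R in glia, the predicted lipase gene CG11598 went from 5.93 ± 0.21 in dSOD1 controls to 9.27 ± 0.085 in G85R flies on the log2 scale (mean ± SD, n = 3 arrays in each group). CG16826 stood at 7.32 ± 0.046 in dSOD1 controls and 13.50 ± 0.050 in G85R flies at 45d under the same driver. Such values come from whole adult males in 12 groups of 3 arrays: expression in MN (D42), glia (M1B) or MN+glia, the transgene dSOD1 or G85R, and an age of 5d or 45d. Each of the 36 Affymetrix arrays carries RNA from a pool of 40 flies. The authors processed the arrays by RMA, and their log2 values were used without further normalization. After 183 control probe sets were left out, 18769 fly probe sets were tested, of which 13647 carry 1 gene symbol, 402 carry several and 4720 none. A limma model with 1 mean per group was fitted to all 36 arrays, and p values were adjusted within each comparison by the Benjamini-Hochberg method with a threshold of 0.05. Changes below are log2 differences, G85R minus dSOD1, with SE. Groups of genes are followed through 33 gene lists tested with camera from limma, with a preset correlation of 0.01 between genes unless an estimated one is named; counts called over the list alone use p values adjusted within that list. These choices were made before the data were examined. Where more than 2 list members that moved the same way are named, those beyond the 2 largest were chosen after their values were seen. RNA on 1 array stood apart: on replicate 2 of MN+glia G85R flies at 5d, the 3' probe set of actin exceeded the 5' probe set by 5.72, against 2.39 to 3.25 on the other 35 arrays, with 4.29 against 1.61 to 2.17 for GAPDH and 6.34 against 2.34 to 3.28 for eIF-4a. The paper names a 5d M1B::G85R array as left out because Robin detected RNA degradation, yet in File S1 110 of 112 values for glia at 5d lie within 0.006 of those from all 3 arrays. For MN+glia at 5d, 111 of 112 File S1 values lie within 0.05 and 47 within 0.006 when replicate 2 is left out, against 32 and 0 with all 3 arrays. After this was seen, changes and calls of genes in MN+glia G85R flies at 5d are given first without replicate 2, called the degraded array below, and then with all arrays, while some tallies over several comparisons rest on all arrays alone. Precision is limited by the 3 arrays in each group.

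**Figure D1:**
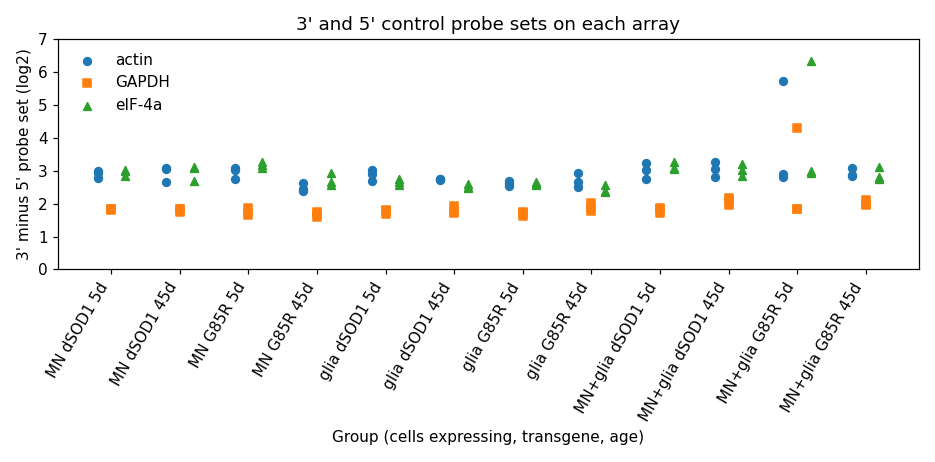
Difference between 3' and 5' probe sets of actin, GAPDH and eIF-4a (y axis, log2) on each of the 36 arrays, by group of 3 arrays (x axis). Replicate 2 of MN+glia G85R flies at 5d lies at 5.72, 4.29 and 6.34.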

RNA was isolated from whole, adult flies aged 5d and 45d. We selected these ages because previous studies revealed that synaptic transmission along the giant fiber pathway was disrupted in older G85R flies (Watson *et al.* 2008). The genetic cross schemes for the microarray are outlined in Table S2.

We analyzed our microarray data in several ways. First, we determined differences in gene expression by comparing flies expressing G85R to their respective dSOD1 controls for each age. We then examined those genes with the greatest transcriptional changes (≥2-fold) to identify potential hits for future examination. Next, we performed enrichment analysis to identify biological themes that might be overrepresented in flies expressing G85R. Symptoms of ALS do not manifest until later in life and may be the result of cumulative damage that occurs over many years. Therefore, we performed a meta-analysis where we examined the effect of G85R expression in 45d flies and compared it to 5d flies and subtracted the effect of aging in the dSOD1 controls. Finally, we compared our *Drosophila* microarray results to several SOD1 mouse and ALS human patient microarrays to identify genes that may be commonly misregulated.

### Genes with the greatest changes in expression

To identify target genes for further investigation, we compiled a list of those genes with the highest changes in expression levels (≥2-fold) (File S1). When G85R was expressed only in MN, 33 transcripts with at least twofold change were up-regulated, and 25 transcripts were down-regulated in 5d flies. 

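Prx6c, a peroxiredoxin gene, and CG17751 had the largest rises in 5d flies with G85R in MN. Prx6c went from 8.66 ± 0.073 in dSOD1 controls to 11.49 ± 0.15 in G85R flies (mean ± SD, n = 3 arrays each), a change of 2.83 (SE 0.11, limma adjusted p = 2.1e-18). CG17751 rose by 2.97 (SE 0.10, limma adjusted p = 2.0e-19), CG7900 by 2.29 (SE 0.11, limma adjusted p = 3.4e-16), CG4269 by 1.90 (SE 0.12) and CR44101 by 1.84 (SE 0.19). CG13313 fell furthest, from 7.99 ± 0.10 in dSOD1 controls to 5.24 ± 0.21 in G85R flies, a change of -2.75 (SE 0.10, limma adjusted p = 8.6e-19). Srg2 changed by -2.73 (SE 0.26, limma adjusted p = 6.6e-09), CG17147 by -2.38 (SE 0.13), Trf5 by -2.05 (SE 0.11) and CG13324 by -1.99 (SE 0.25). By limma at an adjusted p of at most 0.05, 33 probe sets rose and 24 fell at least 2-fold.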

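CG16826 had the largest change among probe sets with 1 gene symbol between 45d flies with G85R in MN and their controls, at 13.60 ± 0.034 in G85R flies and 9.03 ± 0.089 in dSOD1 controls (mean ± SD, n = 3 arrays each), a change of 4.57 (SE 0.10, limma adjusted p = 1.6e-25). The antimicrobial peptide genes Mtk and AttD rose by 3.18 (SE 0.64, limma adjusted p = 8.1e-04) and 3.00 (SE 0.41, limma adjusted p = 4.1e-06), and whe rose by 3.00 (SE 0.13, limma adjusted p = 3.1e-17). Alp8, which codes for an alkaline phosphatase, rose by 2.86 (SE 0.17, limma adjusted p = 1.6e-13). The largest falls were those of CG17147, -3.50 (SE 0.13, limma adjusted p = 1.1e-18), and CG13313, -3.15 (SE 0.10, limma adjusted p = 1.2e-20), followed by CG31832, -2.15 (SE 0.13), CG8012, -1.996 (SE 0.084), and CG31883, -1.99 (SE 0.10). Mtk varied widely among replicates, with an SD of 0.68 in controls. At least 2-fold, 74 probe sets rose and 30 fell past the limma threshold.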

As these flies aged to 45d, 73 transcripts were up-regulated, and 29 transcripts were down-regulated. 

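CG11598 and alpha-Est2, an esterase gene, were the largest rises in 5d flies with G85R in glia, at 3.34 (SE 0.092, limma adjusted p = 3.0e-22) and 2.88 (SE 0.081, limma adjusted p = 3.4e-22) from n = 3 arrays per group. CG31810 rose by 2.71 (SE 0.11, limma adjusted p = 2.8e-18) and CG7900 by 2.10 (SE 0.11). CG4757 rose by 2.26 (SE 0.55, limma adjusted p = 0.01), but its control arrays spread with an SD of 2.05. CG31244, CG17177, CG13313, CG17147 and Trf5 fell by -2.98 (SE 0.11, limma adjusted p = 1.7e-18), -2.53 (SE 0.21), -2.53 (SE 0.10), -2.32 (SE 0.13) and -2.22 (SE 0.11). Among probe sets with 1 gene symbol, the glial list at 45d was headed by CG16826, 6.18 (SE 0.10, limma adjusted p = 2.2e-29), whe, 3.797 (SE 0.13, limma adjusted p = 4.0e-20), CG11598, 3.08 (SE 0.092), CG33109, 3.00 (SE 0.10), and alpha-Est2, 2.73 (SE 0.081); the probe set that File S1 names stress-sensitive B rose by 2.83 (SE 0.075). Lsp2, which codes for a larval serum protein, fell furthest among the same probe sets, by -3.22 (SE 0.64, limma adjusted p = 7.1e-04); CG13313, CG17147, CG31244 and CG31832 fell by -3.17 (SE 0.10), -2.89 (SE 0.13), -2.48 (SE 0.11) and -2.42 (SE 0.13). In total 32 probe sets rose and 33 fell at least 2-fold at 5d, and 56 rose and 47 fell at 45d, all past the limma threshold. Alternative fits did not all call CG4757 (glia at 5d).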

When G85R was expressed only in glia, 32 transcripts were up-regulated, and 33 transcripts were down-regulated in 5d flies, whereas 57 transcripts were up-regulated and 48 transcripts were down-regulated in 45d flies. 

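CG11598 and alpha-Est2 rose in 5d flies with G85R in MN+glia, by 3.41 (SE 0.10, limma adjusted p = 8.2e-21) and 2.64 (SE 0.086, limma adjusted p = 9.3e-20) without the degraded array (n = 2 G85R and 3 dSOD1 arrays), and by 3.35 (SE 0.092) and 2.71 (SE 0.081) with it. CG4757 rose by 2.31 (SE 0.63, limma adjusted p = 0.021) or 2.42 (SE 0.55), CG5550 by 2.04 (SE 0.41, limma adjusted p = 0.0015) or 2.34 (SE 0.38), and CG7900 by 1.94 (SE 0.11, limma adjusted p = 6.4e-14) or 2.06 (SE 0.11), in the same order; for CG5550 the 2 G85R arrays other than the degraded one spread with an SD of 2.07. Among probe sets with 1 gene symbol CG31244 fell furthest on both sets of arrays, by -3.09 (SE 0.13, limma adjusted p = 4.0e-17) and -3.11 (SE 0.11). CG17147 fell by -2.72 (SE 0.14) and -2.61 (SE 0.13), CG31809 by -2.64 (SE 0.10) and -2.58 (SE 0.093), Trf5 by -2.43 (SE 0.13) and -2.42 (SE 0.11), and CG13313 by -2.28 (SE 0.11) and -2.21 (SE 0.10). At 45d, CG16826, whe, CG33109, CG11598 and LysP, a lysozyme gene, rose by 6.04 (SE 0.10, limma adjusted p = 4.3e-29), 5.09 (SE 0.13, limma adjusted p = 2.4e-23), 3.18 (SE 0.10), 3.07 (SE 0.092) and 2.68 (SE 0.082), and the probe set named stress-sensitive B by 4.68 (SE 0.075). CG31809 fell by -3.02 (SE 0.093, limma adjusted p = 1.8e-21), CG17147 by -2.83 (SE 0.13), Lsp2 by -2.70 (SE 0.64, limma adjusted p = 0.0059), CG31244 by -2.65 (SE 0.11) and CG13313 by -2.11 (SE 0.10). Past the limma threshold and at least 2-fold, 33 probe sets rose and 36 fell at 5d without the degraded array, against 43 and 39 with all arrays; at 45d 37 rose and 45 fell. Some fits with 1 array left out or another choice did not call CG5550 (MN+glia at 5d) and Lsp2 (MN+glia at 45d).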

When G85R was expressed simultaneously in MN+glia, 34 transcripts were up-regulated, and 36 transcripts were down-regulated in 5d flies, while 38 transcripts were up-regulated and 45 transcripts were down-regulated in 45d flies. As illustrated in a Venn diagram, overlap in genes with altered expression was observed (Figure 5).

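CG7900 rose at least 2-fold with G85R in MN, in glia and in MN+glia at both ages, and so did CG2772, Tsen34, CG15818, CG10725 and 1 probe set without a gene symbol. A probe set of lola, which codes for a transcription factor, fell at least 2-fold in the same 6 comparisons, while another of its probe sets rose by 0.37 to 0.94 in each; falls of at least 2-fold in all 6 were shared by CG13551, CG17147, CG13313, Trf5, Srg2, CG31380, CG31883, CG8012 and 1 probe set without a gene symbol. At 5d the fold fall of the last was 2.588 in MN, 27.15 in glia and 32.9 in MN+glia without the degraded array or 32.7 with it (n = 3 arrays per group, 2 where the degraded array is left out). These 16 probe sets were picked out after their values were seen. At 5d 11 probe sets rose and 12 fell at least 2-fold under all 3 drivers without the degraded array, and 13 and 13 did so with it; at 45d 16 rose and 14 fell. MN and glia shared 18 probe sets that rose at 5d, against 0.0563 if the 2 lists were independent, and 14 that fell, against 0.0422; at 45d they shared 30 and 17, against 0.221 and 0.0751. Both lists compare the same UAS lines, so independence is no baseline for the overlap. The excess does not tell an effect of G85R from one of the line that carries it. Without regard to fold, 120 probe sets rose and 140 fell past the limma threshold in all 6 comparisons without the degraded array, and 110 and 115 did so with it, of which 214 are the same. With each comparison fitted on its own arrays alone, the count with all arrays is 132 instead of 225.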

**Figure 5:**
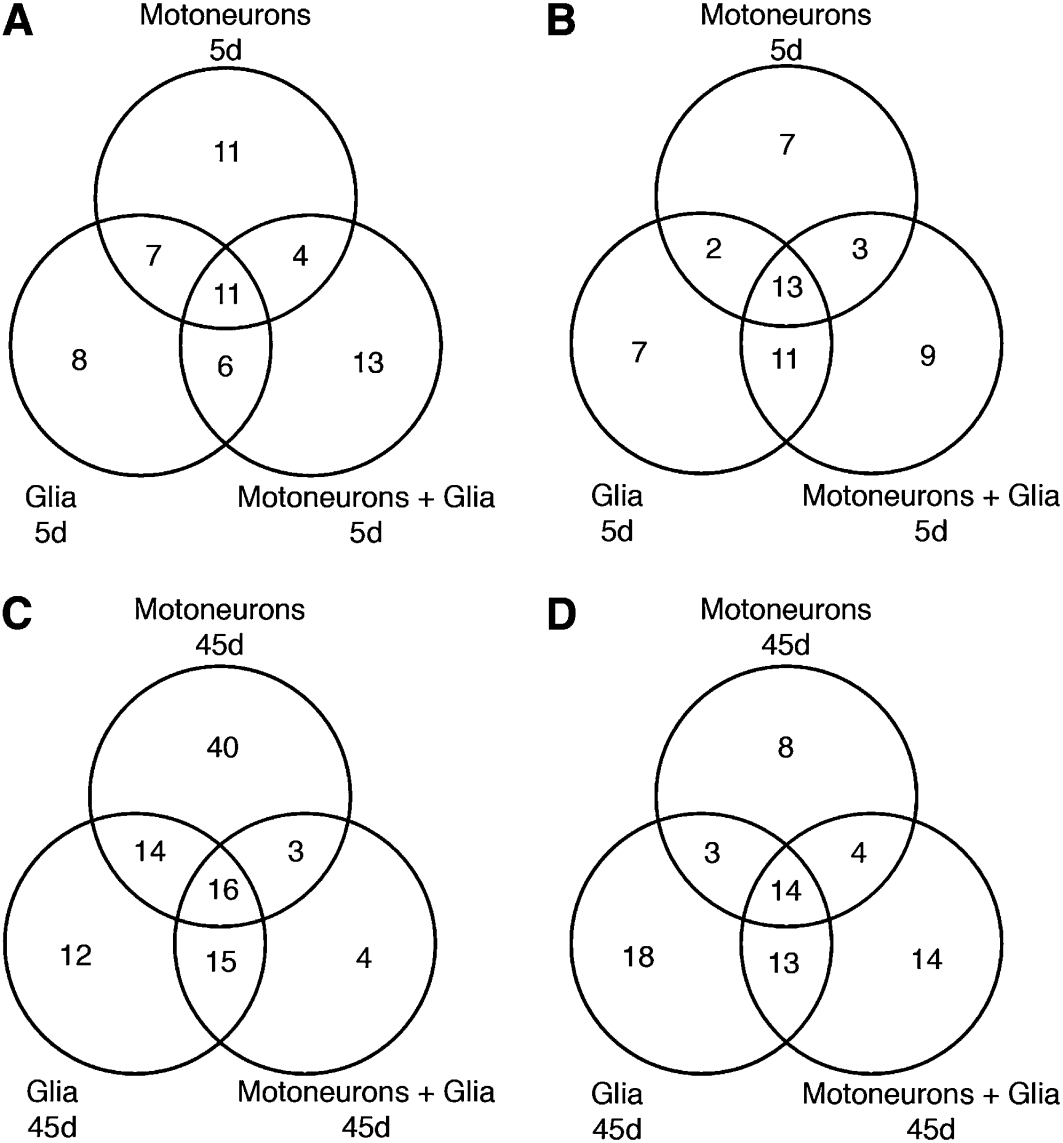
Venn diagrams showing overlap in differentially expressed genes with at least a two-fold change when G85R was expressed in motoneurons, glia, or together in both cell types. (A) Up-regulated genes in 5-day-old flies. (B) Down-regulated genes in 5-day-old flies. (C) Up-regulated genes in 45-day-old flies. (D) Down-regulated genes in 45-day-old flies.

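Prx6a, a peroxiredoxin gene, fell by -0.31 (SE 0.084, limma adjusted p = 0.019) in 5d flies with G85R in MN, and SelR by -0.21 (SE 0.047) (n = 3 arrays per group). The neuronal genes ChAT, cac and Gad1 rose by 0.42 (SE 0.11), 0.38 (SE 0.10) and 0.36 (SE 0.11). FASN1, a fatty acid synthase gene, rose by 0.32 (SE 0.066), and Elo68beta fell by -0.31 (SE 0.092). As a list, 22 neuron markers had a median of 0.18 with 3 rises and no fall, or 8 rises over the list alone (limma camera adjusted p = 0.01, or adjusted p = 0.57 with an estimated correlation). Among 19 antioxidant enzymes 3 rose and 3 fell; their median was -0.036, their mean 0.12 and the direction of the test down (limma camera adjusted p = 0.82, or adjusted p = 0.95 with an estimated correlation). Of 20 genes of fatty acid and lipid synthesis 1 rose and 2 fell, or 2 and 4 over the list alone (limma camera adjusted p = 0.41, or adjusted p = 0.79 with an estimated correlation). Past the threshold in only part of the alternative fits: ChAT, Elo68beta, Prx6a, SelR and cac.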

Broadly, the list of genes whose expression was affected by cell-specific expression of G85R includes those involved with oxidative stress, mitochondria, lipid metabolism, and, of particular interest, a number of neurodevelopmental and signaling genes. Transcriptional changes in several of these genes are verified by qPCR using an independent set of flies (File S2). 

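A probe set of lola fell in all 6 array comparisons, from -1.30 (SE 0.12, limma adjusted p = 7.8e-09) with G85R in MN at 5d to -2.004 (SE 0.12, limma adjusted p = 1.9e-13) in MN+glia at 45d (n = 3 arrays per group), while another rose by 0.37 to 0.94, and the paper's qRT-PCR marks no difference for lola. For Prosap, a synaptic scaffold gene, 1 probe set fell by -1.25 (SE 0.10) and -1.33 (SE 0.10) in MN at 5d and 45d, by -0.97 (SE 0.10) and -0.85 (SE 0.10) in glia, and by -1.35 (SE 0.11) without the degraded array, -1.40 (SE 0.10) with it, and -1.27 (SE 0.10) at 45d in MN+glia, while another rose in MN, by 0.21 at 5d and 0.22 at 45d, again with no marked difference by qRT-PCR. The transcription factor gene pnt rose by 1.05 (SE 0.15) and 1.07 (SE 0.15) in MN, 0.80 (SE 0.15) and 0.59 (SE 0.15) in glia, and 0.84 (SE 0.16), or 0.75 (SE 0.15) with the degraded array, and 0.63 (SE 0.15) in MN+glia. Sema-1a, an axon guidance gene, fell in MN+glia, by -0.72 (SE 0.19, limma adjusted p = 0.017) or -0.69 (SE 0.17) at 5d and -1.002 (SE 0.17, limma adjusted p = 1.0e-04) at 45d; the small heat shock protein gene hsp22, whose probe set matches several genes, rose at 5d in glia by 0.62 (SE 0.13, limma adjusted p = 0.0024) and in MN+glia by 1.05 (SE 0.15, limma adjusted p = 9.1e-06) or 1.13 (SE 0.13). For pnt, Sema-1a and hsp22 too the paper marks no difference by qRT-PCR. Npc2e fell by -1.05 (SE 0.29, limma adjusted p = 0.019) in MN+glia at 45d, where the paper's qRT-PCR gives a rise. Over 17 genes and 102 comparisons, the arrays called 75 with the degraded array included; the paper marks 31 of these in the same direction, 2 in the opposite one and 42 not at all. Of the 27 not called by limma, the paper marks 4. Less firm, with calls missing from some alternative fits, were Npc2e (MN+glia at 45d) and pnt (MN+glia at 45d).

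**Figure D2:**
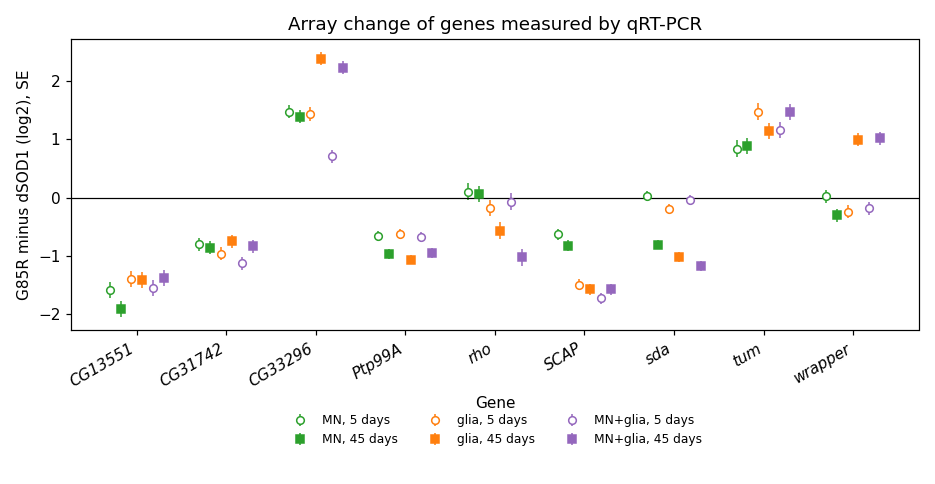
Array change of 9 genes measured by qRT-PCR (y axis, G85R minus dSOD1, log2, bars SE; x axis, gene), for MN, glia and MN+glia at 5d (open) and 45d (filled), n = 3 arrays per group with the degraded array included. CG33296 reaches 2.38 in glia at 45d.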

Genes that were confirmed from the microarray results included the following (↑ indicates up-regulation, and ↓ indicates down-regulation): CG13551 (↓5d MN+glia) is involved with the defense response (Feng *et al.* 2009) and is also predicted to be a mitochondrial ATPase inhibitor (Tweedie *et al.* 2009). 

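Signal for CG13551 was lower in G85R flies in each of the 6 array comparisons (n = 3 arrays per group). In MN it changed by -1.58 (SE 0.14, limma adjusted p = 8.3e-10) at 5d and -1.91 (SE 0.14, limma adjusted p = 9.2e-12) at 45d, and in glia by -1.39 (SE 0.14, limma adjusted p = 9.5e-09) and -1.42 (SE 0.14, limma adjusted p = 4.8e-09). MN+glia flies had changes of -1.57 (SE 0.15, limma adjusted p = 1.6e-08) at 5d without the degraded array, -1.55 (SE 0.14) with it, and -1.37 (SE 0.14, limma adjusted p = 1.1e-08) at 45d. Its change with age, tested on its own, did not pass the limma threshold under any driver, with -0.33 (SE 0.19, limma adjusted p = 0.5) in MN, -0.027 (SE 0.19, limma adjusted p = 0.98) in glia and 0.20 (SE 0.21, limma adjusted p = 0.75) in MN+glia without the degraded array, or 0.18 (SE 0.19) with it. The paper marks a qRT-PCR difference in 2 of the 6 comparisons, MN+glia at 5d and glia at 45d.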

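CG31742 fell by -0.80 (SE 0.11, limma adjusted p = 5.7e-06) at 5d and -0.86 (SE 0.11, limma adjusted p = 1.4e-06) at 45d in flies with G85R in MN (n = 3 arrays per group). With G85R in glia the gene fell by -0.96 (SE 0.11, limma adjusted p = 2.3e-07) and -0.75 (SE 0.11, limma adjusted p = 1.1e-05) at the 2 ages. In MN+glia it fell by -1.11 (SE 0.12, limma adjusted p = 2.2e-07) at 5d without the degraded array, -1.13 (SE 0.11) with it, and -0.84 (SE 0.11, limma adjusted p = 2.3e-06) at 45d. CG31742 was the only fall among 40 proteasome genes in MN or glia at 5d; Prosbeta2R2 rose by 0.26 (SE 0.074) in MN at 5d, and Prosbeta5 rose by 0.17 (SE 0.050) in glia at 5d. The proteasome list as a whole did not move in MN at 5d (limma camera adjusted p = 0.17, or adjusted p = 0.77 with an estimated correlation) or in glia at 5d (limma camera adjusted p = 0.57, or adjusted p = 0.89 with an estimated correlation). File S2 marks 5 of the 6 qRT-PCR values for CG31742; the value for MN+glia at 45d carries no mark. In some alternative fits the threshold was missed by Prosbeta2R2 (MN at 5d) and Prosbeta5 (glia at 5d).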

CG31742 (↓5d, ↓45d MN, glia, MN+glia) is a proteasome beta subunit that is a component of the 20S catalytic core of the 26S proteasome and has a role in the response to DNA damage (Ravi *et al.* 2009). CG33296 (↑5d, ↑45d MN, glia, MN+glia) is predicted to be a neurotransmitter transporter (Thimgan *et al.* 2006; Tweedie *et al.* 2009). 

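CG33296 rose at 5d by 1.48 (SE 0.11, limma adjusted p = 4.4e-11) in MN and 1.43 (SE 0.11, limma adjusted p = 6.0e-11) in glia, and at 45d by 1.39 (SE 0.11, limma adjusted p = 1.4e-10) and 2.38 (SE 0.11, limma adjusted p = 1.4e-16) (n = 3 arrays per group). In MN+glia the rise was 0.66 (SE 0.12, limma adjusted p = 6.8e-04) at 5d without the degraded array, 0.71 (SE 0.11) with it, and 2.23 (SE 0.11, limma adjusted p = 9.0e-16) at 45d. Relative to controls CG33296 changed with age in glia, by 0.95 (SE 0.16, limma adjusted p = 4.0e-04), and in MN+glia, by 1.56 (SE 0.17, limma adjusted p = 3.5e-07) or 1.52 (SE 0.16) with the degraded array, while in MN the change with age was -0.086 (SE 0.16, limma adjusted p = 0.87). In controls CG33296 fell from 6.07 to 5.13 in glia and from 7.69 to 6.31 in MN+glia (group means, log2). In G85R flies CG33296 went from 7.5 to 7.51 and, with all arrays, from 8.40 to 8.54. At 45d its rise was smaller in MN than in glia by -0.99 (SE 0.16, limma adjusted p = 2.3e-04) and larger in MN+glia than in MN by 0.84 (SE 0.16, limma adjusted p = 0.002). All 6 qRT-PCR values of the paper are marked as rises.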

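Ptp99A fell in MN by -0.66 (SE 0.084, limma adjusted p = 1.3e-06) at 5d and -0.96 (SE 0.084, limma adjusted p = 6.6e-10) at 45d, and in glia by -0.62 (SE 0.084, limma adjusted p = 4.6e-06) and -1.06 (SE 0.084, limma adjusted p = 5.2e-11) (n = 3 arrays per group). In MN+glia it fell by -0.75 (SE 0.088, limma adjusted p = 5.7e-07) at 5d without the degraded array, -0.68 (SE 0.084) with it, and -0.95 (SE 0.084, limma adjusted p = 7.6e-10) at 45d. Its change with age passed the limma threshold in glia, -0.44 (SE 0.12, limma adjusted p = 0.048), and not in MN, -0.30 (SE 0.12, limma adjusted p = 0.26), or MN+glia, -0.20 (SE 0.12, limma adjusted p = 0.51) without the degraded array and -0.27 (SE 0.12) with it. By qRT-PCR the paper marks Ptp99A in 1 of the 6 comparisons, MN+glia at 5d. Alternative fits did not all call Ptp99A (change with age in glia).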

Protein tyrosine phosphatase 99A (Ptp99A; ↓5d MN+glia) is part of the phosphotyrosine signaling pathway involved with axon guidance (Desai *et al.* 1996). Rhomboid (Rho; ↓45d glia, MN+glia) is a serine protease that regulates epidermal growth factor signaling by cleaving the growth factor Spitz (Urban *et al.* 2001) and plays a role in the development of the nervous system (Bier *et al.* 1990; Salzberg *et al.* 1994; Sepp and Auld 2003). 

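rho fell at 45d by -0.57 (SE 0.14, limma adjusted p = 0.0079) in glia and -1.02 (SE 0.14, limma adjusted p = 6.1e-06) in MN+glia (n = 3 arrays per group). In MN it stood at 0.065 (SE 0.14, limma adjusted p = 0.87) at 45d. At 5d no driver moved rho past the limma threshold: MN 0.11 (SE 0.14, limma adjusted p = 0.72), glia -0.18 (SE 0.14, limma adjusted p = 0.59), and MN+glia 0.12 (SE 0.14, limma adjusted p = 0.71) without the degraded array or -0.071 (SE 0.14) with it, where the sign differs between the 2 sets of arrays. The change with age in MN+glia was -1.14 (SE 0.19, limma adjusted p = 5.6e-04) without the degraded array and -0.95 (SE 0.20, limma adjusted p = 0.0072) with it, and in glia it was -0.39 (SE 0.20, limma adjusted p = 0.39). MN+glia controls rose from 7.70 at 5d to 8.79 at 45d (group means, log2), while G85R flies, with all arrays, went from 7.63 to 7.77. In glia, controls went from 6.62 to 7.15 and G85R flies from 6.44 to 6.58. At 45d rho was lower in MN+glia than in MN, relative to controls, by -1.09 (SE 0.20, limma adjusted p = 0.0016). The paper marks both 45d falls by qRT-PCR. Some fits with 1 array left out or another choice did not call rho (change with age in MN+glia).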

SCAP (↓45d MN, ↓5d, ↓45d glia, MN+glia) is a regulatory protein that regulates cleavage of the sterol regulatory element-binding protein (SREBP) to maintain fatty acid homeostasis (Seegmiller *et al.* 2002). 

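SCAP fell under every driver at both ages: in MN by -0.63 (SE 0.095, limma adjusted p = 2.4e-05) and -0.82 (SE 0.095, limma adjusted p = 1.9e-07), and in glia by -1.49 (SE 0.095, limma adjusted p = 4.8e-13) and -1.57 (SE 0.095, limma adjusted p = 8.5e-14) at 5d and 45d (n = 3 arrays per group). In MN+glia SCAP fell by -1.60 (SE 0.093, limma adjusted p = 1.3e-13) at 5d without the degraded array, -1.72 (SE 0.095) with it, and -1.57 (SE 0.095, limma adjusted p = 9.1e-14) at 45d. Its fall was weaker in MN than in glia, by 0.86 (SE 0.13, limma adjusted p = 4.1e-04) at 5d and 0.75 (SE 0.13, limma adjusted p = 0.001) at 45d, and stronger in MN+glia than in MN at 45d, by -0.75 (SE 0.13, limma adjusted p = 9.9e-04). Other genes of fatty acid and lipid synthesis did not follow in glia at 5d, where SCAP was the only fall among 20 genes and eloF rose by 0.38 (SE 0.11) (limma camera adjusted p = 0.75, or adjusted p = 0.93 with an estimated correlation). By qRT-PCR the paper marks 5 of the 6 values of SCAP. Not every alternative fit kept eloF (glia at 5d) past the threshold.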

Slamdance (Sda; ↓45d glia, MN+glia) is the *Drosophila* homolog of the human aminopeptidase N gene and has a role in nervous system excitability (Marley and Baines 2011; Zhang *et al.* 2002). 

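sda fell at 45d under each driver, by -0.80 (SE 0.082, limma adjusted p = 2.1e-08) in MN, -1.01 (SE 0.082, limma adjusted p = 1.0e-10) in glia and -1.18 (SE 0.082, limma adjusted p = 3.7e-12) in MN+glia (n = 3 arrays per group). At 5d its changes were 0.028 (SE 0.082, limma adjusted p = 0.89) in MN and -0.19 (SE 0.082, limma adjusted p = 0.22) in glia, and -0.059 (SE 0.092, limma adjusted p = 0.79) in MN+glia without the degraded array or -0.038 (SE 0.082) with it. The change with age of sda passed the limma threshold in MN, -0.83 (SE 0.12, limma adjusted p = 4.7e-05), in glia, -0.82 (SE 0.12, limma adjusted p = 3.8e-05), and in MN+glia, -1.12 (SE 0.12, limma adjusted p = 5.8e-07) without the degraded array and -1.14 (SE 0.12) with it. Controls rose between 5d and 45d, from 9.22 to 10.30 in MN, 9.35 to 10.42 in glia and 9.49 to 10.60 in MN+glia (group means, log2). G85R flies went from 9.25 to 9.50 in MN and from 9.16 to 9.41 in glia. In MN+glia G85R flies, with all arrays, sda went from 9.45 to 9.42. Falls at 45d did not differ between drivers past the threshold, with -0.37 (SE 0.12, limma adjusted p = 0.14) for MN+glia minus MN and 0.21 (SE 0.12, limma adjusted p = 0.75) for MN minus glia. By qRT-PCR the paper marks the 45d falls in glia and MN+glia, and a 5d fall in MN+glia that the arrays did not call.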

In flies, *sda* mutants are prone to paralysis and seizures after exposure to mechanical and electric shock (Marley and Baines 2011; Pavlidis and Tanouye 1995; Zhang *et al.* 2002). Tumbleweed (Tum; ↑5d, ↑45d MN, glia, MN+glia) is a Rho family GTPase-activating protein (Goldstein *et al.* 2005) and is involved in several processes such as cytokinesis, where it regulates microtubule bundling (Somers and Saint 2003), dendrite morphogenesis (Gao *et al.* 1999), neuroblast proliferation, and axon development (Goldstein *et al.* 2005) and has a role in Wnt regulation (Jones and Bejsovec 2005; Jones *et al.* 2010). 

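tum rose in MN by 0.84 (SE 0.14, limma adjusted p = 1.3e-04) at 5d and 0.89 (SE 0.14, limma adjusted p = 4.4e-05) at 45d, and in glia by 1.47 (SE 0.14, limma adjusted p = 5.6e-09) and 1.15 (SE 0.14, limma adjusted p = 5.6e-07) (n = 3 arrays per group). Flies with G85R in MN+glia had rises of 1.26 (SE 0.15, limma adjusted p = 1.3e-06) at 5d without the degraded array, 1.16 (SE 0.14) with it, and 1.47 (SE 0.14, limma adjusted p = 5.3e-09) at 45d. No change with age of tum passed the limma threshold, with 0.046 (SE 0.20, limma adjusted p = 0.95) in MN, -0.33 (SE 0.20, limma adjusted p = 0.48) in glia and 0.21 (SE 0.21, limma adjusted p = 0.73) in MN+glia without the degraded array or 0.31 (SE 0.20) with it. Nor did its rise differ between drivers, with -0.63 (SE 0.20, limma adjusted p = 0.15) for MN minus glia at 5d and 0.58 (SE 0.20, limma adjusted p = 0.2) for MN+glia minus MN at 45d. Each of the paper's 6 qRT-PCR values is marked as a rise.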

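wrapper rose at 45d in glia, from 5.64 ± 0.21 in dSOD1 controls to 6.64 ± 0.056 in G85R flies (mean ± SD, n = 3 arrays each), a change of 1.00 (SE 0.11, limma adjusted p = 1.2e-07), and in MN+glia by 1.01 (SE 0.11, limma adjusted p = 1.1e-07). In MN at 45d it stood at -0.30 (SE 0.11, limma adjusted p = 0.09). At 5d it was not called, with 0.026 (SE 0.11, limma adjusted p = 0.93) in MN, -0.24 (SE 0.11, limma adjusted p = 0.27) in glia and -0.29 (SE 0.12, limma adjusted p = 0.16) in MN+glia without the degraded array or -0.18 (SE 0.11) with it. The change with age of wrapper was 1.24 (SE 0.16, limma adjusted p = 8.8e-06) in glia and 1.31 (SE 0.16, limma adjusted p = 3.7e-06) in MN+glia, or 1.20 (SE 0.16) with the degraded array. At 45d its rise was larger in MN+glia than in MN by 1.32 (SE 0.16, limma adjusted p = 1.9e-06), and MN minus glia was -1.30 (SE 0.16, limma adjusted p = 4.2e-06). Other glial markers moved both ways in glia at 45d: alrm, e and zyd rose by 0.81 (SE 0.10), 0.72 (SE 0.073) and 0.51 (SE 0.060), while Gli, Eaat2 and moody fell by -0.44 (SE 0.10), -0.24 (SE 0.072) and -0.24 (SE 0.066), and the list of 20 did not move as a whole (limma camera adjusted p = 0.75, or adjusted p = 0.93 with an estimated correlation). The threshold was not passed in every alternative fit by Eaat2 (glia at 45d).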

Wrapper (↑45d glia, MN+glia) is a member of the immunoglobulin superfamily that is expressed on the surface of midline glia and plays a role in axonal ensheathment (Noordermeer *et al.* 1998; Wheeler *et al.* 2009).

### Gene ontology enrichment analysis

We next performed enrichment analysis of the microarray data using DAVID software, where up- and down-regulated genes were analyzed separately (File S3). Because mRNA was extracted from whole flies, the signal of many potentially interesting transcripts may have been diluted and consequently missed by assigning arbitrary fold change cutoff values when we evaluated the data. Therefore, changes in expression of transcripts with statistical significance levels with a Benjamini-Hochberg correction value of *P* ≤ 0.05, without regard to fold change, were used to identify overrepresented terms. GO terms with a Benjamini corrected EASE score of *P* < 0.05 were considered statistically significant. 

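UDP-glucuronosyltransferase genes, whose products conjugate small molecules, moved in 5d flies with G85R in MN: Ugt49B1 and Ugt49C1 rose by 1.61 (SE 0.077) and 0.70 (SE 0.086), and Ugt36E1 fell by -0.64 (SE 0.087) (n = 3 arrays per group). The odorant-binding protein gene Obp99b rose by 1.58 (SE 0.24, limma adjusted p = 3.2e-05) and Obp99d fell by -0.75 (SE 0.13). Among cuticle genes, Cpr51A and TwdlE rose by 0.94 (SE 0.080) and 0.80 (SE 0.14), and Cpr11B and Cpr97Eb fell by -0.77 (SE 0.14) and -0.67 (SE 0.10). The digestive protease genes Jon65Ai 1.21 (SE 0.20) and Ser8 0.98 (SE 0.10) rose, and Try29F -0.89 (SE 0.22) and Jon65Aii -0.70 (SE 0.13) fell. Of 35 UDP-glucuronosyltransferases 7 rose and 3 fell, or 11 and 3 over the list alone (limma camera adjusted p = 0.02, or adjusted p = 0.48 with an estimated correlation). Counts were 6 and 2 of 47 odorant-binding proteins, or 7 and 2 over the list alone (limma camera adjusted p = 0.43, or adjusted p = 0.84 with an estimated correlation), 5 and 6 of 98 cuticle proteins, or 5 and 7 over the list alone, median -0.060 (limma camera adjusted p = 0.049, or adjusted p = 0.8 with an estimated correlation), and 8 and 4 of 26 digestive proteases, or 9 and 4 over the list alone (limma camera adjusted p = 0.052, or adjusted p = 0.74 with an estimated correlation). By limma 817 probe sets rose and 683 fell, 1500 in all. That total depends on single arrays, being 902 and 860 without dSOD1 replicates 1 and 3 and 771 without G85R replicate 1, and 705 when only the arrays of MN flies at 5d are fitted. In some alternative fits the threshold was missed by Try29F.

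**Figure D3:**
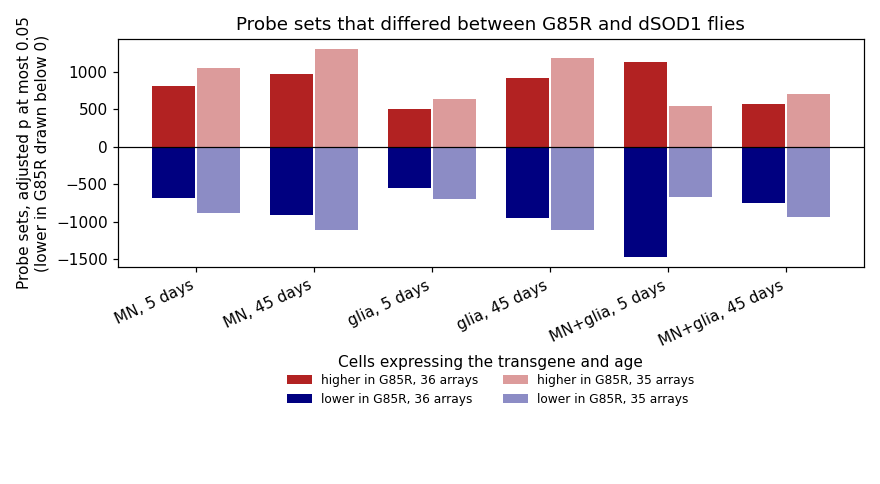
Probe sets past an adjusted p of 0.05 (y axis, number, falls drawn below 0) in each comparison of G85R with dSOD1 flies (x axis), with all 36 arrays and with 35 arrays after the degraded array is left out. In MN+glia at 5d the rises go from 1135 to 549 and the falls from 1468 to 672.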

When G85R was expressed in MN, 879 genes were up-regulated in 5d flies, and 724 genes were down-regulated in 5d flies. In 45d flies with G85R in MN, 1011 genes were up-regulated, and 928 genes were down-regulated. 

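Male accessory gland genes fell in 45d flies with G85R in MN: Acp76A -0.97 (SE 0.11) and Acp36DE -0.59 (SE 0.072), with 13 of 17 falling, or 15 over the list alone, at a median of -0.30 (limma camera adjusted p = 1.8e-12, or adjusted p = 0.19 with an estimated correlation; n = 3 arrays per group). Besides Alp8, the alkaline phosphatase genes phu and Alp2 rose by 1.69 (SE 0.28) and 1.05 (SE 0.11), and 6 of 13 rose, or 10 over the list alone (limma camera adjusted p = 4.0e-06, or adjusted p = 0.18 with an estimated correlation). The testis genes Tpl94D and can rose by 1.10 (SE 0.13) and 0.50 (SE 0.15); 9 of 30 such genes rose and 2 fell, or 14 and 3 over the list alone (limma camera adjusted p = 8.0e-04, or adjusted p = 0.63 with an estimated correlation). Cytochrome P450 genes moved both ways, with Cyp4p2 -1.51 (SE 0.086) and Cyp28d2 -0.67 (SE 0.11) against Cyp9h1 0.53 (SE 0.11) and Cyp49a1 0.51 (SE 0.072), 8 rises and 20 falls among 83, or 10 and 21 over the list alone (limma camera adjusted p = 0.026, or adjusted p = 0.76 with an estimated correlation). In all, 973 probe sets rose and 908 fell by limma, or 1585 and 718 after cyclic loess normalization, and 1156 of any direction were called when only the arrays of MN flies at 45d were fitted, and 4264 with array weights. Calls lost in at least 1 alternative fit are those of can.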

When G85R was expressed in glia, 535 genes were up-regulated in 5d flies, and 571 genes were down-regulated in 5d flies. 

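Alkaline phosphatase genes rose in 5d flies with G85R in glia, with Alp8 up by 1.32 (SE 0.17, limma adjusted p = 2.9e-06) and Alp2 by 1.25 (SE 0.11, limma adjusted p = 3.4e-10) (n = 3 arrays per group). Among hemocyte genes NimC4, PPO1 and vkg rose by 0.46 (SE 0.11), 0.38 (SE 0.10) and 0.22 (SE 0.067). The antimicrobial peptide genes Drsl4 and Drsl5 rose by 0.85 (SE 0.10) and 0.53 (SE 0.074) while Drsl2 fell by -0.78 (SE 0.21), and GstD2, a glutathione transferase gene, rose by 1.29 (SE 0.10). Over whole lists, 4 of 13 alkaline phosphatases rose, or 7 over the list alone (limma camera adjusted p = 8.4e-07, or adjusted p = 0.18 with an estimated correlation), and 3 of 16 hemocyte genes, or 7 with 1 fall over the list alone, at a median of 0.18 (limma camera adjusted p = 0.0017, or adjusted p = 0.38 with an estimated correlation). Also up were 2 of 13 antimicrobial peptides, with 1 down, or 4 and 1 over the list alone (limma camera adjusted p = 0.0031, or adjusted p = 0.47 with an estimated correlation), 2 of 7 peptidoglycan recognition proteins, or 3 over the list alone (limma camera adjusted p = 0.018, or adjusted p = 0.47 with an estimated correlation) and 3 of 35 glutathione transferases, or 5 with 1 fall over the list alone (limma camera adjusted p = 0.016, or adjusted p = 0.47 with an estimated correlation). UDP-glucuronosyltransferases had 5 rises and 4 falls among 35, or 9 and 5 over the list alone, with Ugt49B1 at 0.47 (SE 0.077) and a list median of 0.10 (limma camera adjusted p = 0.023, or adjusted p = 0.49 with an estimated correlation). By limma 507 probe sets rose and 550 fell, or 974 and 1073 with array weights. Alternative fits did not all call Drsl2, NimC4 and PPO1.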

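The digestive serine protease genes Jon99Fi, Jon65Ai and Jon66Ci rose in 45d flies with G85R in glia, by 2.30 (SE 0.37, limma adjusted p = 3.9e-05), 1.89 (SE 0.20, limma adjusted p = 4.1e-08) and 1.40 (SE 0.18), while Jon44E fell by -0.59 (SE 0.18) (n = 3 arrays per group). LysP, a lysozyme gene, rose by 2.26 (SE 0.082, limma adjusted p = 1.7e-19). Lip3, which codes for a lipase, fell by -1.75 (SE 0.22, limma adjusted p = 8.5e-07) and the lipase gene bmm by -0.39 (SE 0.12), while mag rose by 0.42 (SE 0.14). Of 26 digestive proteases 9 rose and 2 fell, or 11 and 4 over the list alone, with a median of 0.14 (limma camera adjusted p = 9.9e-04, or adjusted p = 0.47 with an estimated correlation); among 18 genes of fatty acid oxidation and lipolysis 1 rose and 5 fell, or 1 and 8 over the list alone (limma camera adjusted p = 0.0071, or adjusted p = 0.53 with an estimated correlation). Accessory gland genes fell, led by Acp76A -0.64 (SE 0.11) and Acp53C14a -0.30 (SE 0.060), with 6 falls among 17, or 8 over the list alone (limma camera adjusted p = 9.9e-04, or adjusted p = 0.57 with an estimated correlation). The testis genes Tpl94D and mia rose by 1.20 (SE 0.13) and 0.39 (SE 0.073), in a list of 30 with 3 rises and 1 fall (limma camera adjusted p = 0.0019, or adjusted p = 0.69 with an estimated correlation), and 6 of 13 alkaline phosphatases rose, with 1 fall over the list alone (limma camera adjusted p = 0.012, or adjusted p = 0.47 with an estimated correlation). In this comparison 917 probe sets rose and 955 fell by limma, or 2155 and 1715 with array weights. Some fits with 1 array left out or another choice did not call Jon44E, bmm and mag.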

In 45d flies with G85R in glia, 952 genes were up-regulated, and 985 genes were down-regulated. When G85R was expressed in MN+glia, 590 genes were up-regulated in 5d flies, and 701 genes were down-regulated in 5d flies. 

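GstD2 rose in 5d flies with G85R in MN+glia, by 0.98 (SE 0.092, limma adjusted p = 7.1e-09) without the degraded array (n = 2 G85R and 3 dSOD1 arrays) and 1.13 (SE 0.10) with it. pirk, a negative regulator of the Imd pathway, rose by 1.43 (SE 0.29, limma adjusted p = 0.0014), with an SD of 1.31 between those 2 G85R arrays, and 1.92 (SE 0.31), and grass by 0.51 (SE 0.073) and 0.58 (SE 0.069). NimC1, a hemocyte gene, fell by -1.60 (SE 0.14, limma adjusted p = 9.4e-10) and -1.65 (SE 0.12), while NimC4 rose by 0.89 (SE 0.11) and 0.80 (SE 0.11). Drsl4 and Drsl5, which with all arrays rose in each of the 6 comparisons, rose by 0.90 (SE 0.10) and 0.56 (SE 0.080) without the degraded array, and by 1.03 (SE 0.10) and 0.62 (SE 0.074) with it. The degraded array changed the lists: without the degraded array, 4 of 26 Toll, Imd and JAK/STAT genes rose and none fell, against 7 and 1 with it, or 10 and 1 over the list alone (limma camera adjusted p = 0.0032 without replicate 2 and adjusted p = 4.4e-04 with it, or adjusted p = 0.4 with an estimated correlation), and 3 of 35 glutathione transferases rose, against 6, or 7 with 3 falls over the list alone (limma camera adjusted p = 0.02 without replicate 2 and adjusted p = 0.017 with it, or adjusted p = 0.47 with an estimated correlation). Of 26 digestive proteases 8 rose and 2 fell without the degraded array, against 9 and 1, or 11 and 1 over the list alone (limma camera adjusted p = 1.1e-04 without replicate 2 and adjusted p = 2.8e-04 with it, or adjusted p = 0.47 with an estimated correlation), and 4 of 18 genes of fatty acid oxidation and lipolysis rose, against 6, or 8 over the list alone (limma camera adjusted p = 0.008 without replicate 2 and adjusted p = 4.4e-04 with it, or adjusted p = 0.47 with an estimated correlation). By limma 549 probe sets rose and 672 fell, 1221 in all, without the degraded array, against 1135 and 1468, 2603 in all, with every array. With only the 6 arrays of these flies fitted 350 were called, and leaving out dSOD1 replicate 2 or 3 from the whole set gave 1704 or 1516. Not every alternative fit kept pirk past the threshold.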

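Alkaline phosphatase genes rose in 45d flies with G85R in MN+glia, with phu, Alp2 and Alp8 up by 0.99 (SE 0.28, limma adjusted p = 0.023), 0.89 (SE 0.11) and 0.63 (SE 0.17) (n = 3 arrays per group). The eye genes ninaB, trpl and ninaD rose by 0.93 (SE 0.088, limma adjusted p = 4.1e-09), 0.75 (SE 0.078) and 0.58 (SE 0.14), and st, an eye pigment gene, fell by -0.26 (SE 0.076). The hemocyte gene NimC1 fell by -2.01 (SE 0.12, limma adjusted p = 1.2e-13), while PPO1 and PPO2, which code for prophenoloxidases, rose by 0.78 (SE 0.10) and 0.66 (SE 0.11). In lists, 6 of 13 alkaline phosphatases rose (limma camera adjusted p = 0.0025, or adjusted p = 0.47 with an estimated correlation), and 3 of 18 eye genes rose with 1 fall, or 7 and 1 over the list alone, at a median of 0.12 (limma camera adjusted p = 9.9e-04, or adjusted p = 0.37 with an estimated correlation). Accessory gland genes had 4 falls among 17, or 2 rises and 5 falls over the list alone (limma camera adjusted p = 0.027, or adjusted p = 0.75 with an estimated correlation), with Acp76A -0.73 (SE 0.11) and Acp53C14a -0.35 (SE 0.060). UDP-glucuronosyltransferases had 7 rises and 3 falls among 35, or 7 and 4 over the list alone (limma camera adjusted p = 0.14, or adjusted p = 0.74 with an estimated correlation). Over all probe sets 567 rose and 753 fell by limma. Past the threshold in only part of the alternative fits: phu and st.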

In 45d flies with G85R in MN+glia, 577 genes were up-regulated, and 776 genes were down-regulated.

#### GO terms unique to MN:

Several GO terms were uniquely enriched when G85R was expressed in motoneurons. 

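The cytochrome c oxidase gene COX6AL2 fell by -0.61 (SE 0.074, limma adjusted p = 8.0e-07) in 5d flies with G85R in MN, and the complex I genes ND-24L, ND-B14.7 and ND-PDSW fell by -0.28 (SE 0.059), -0.22 (SE 0.066) and -0.20 (SE 0.057) (n = 3 arrays per group). RFeSP and SdhB, of complexes III and II, fell by -0.24 (SE 0.066) and -0.22 (SE 0.065), while ATPsynCF6L rose by 0.36 (SE 0.081). Mitochondrial ribosome genes such as mRpL50 -0.42 (SE 0.067) and mRpL10 -0.31 (SE 0.056) fell, and mRpL39 rose by 0.33 (SE 0.057). COX6AL2 and mRpL39 are not particular to MN or to 5d. With all arrays they changed the same way in all 6 comparisons, by -0.98 to -0.36 and by 0.21 to 0.37. Most genes of both lists stayed short of the threshold: 80 genes of the respiratory complexes had a median of -0.066, with 1 rise and 6 falls, or 1 and 7 over the list alone (limma camera adjusted p = 1.9e-04, or adjusted p = 0.47 with an estimated correlation), and 69 mitochondrial ribosome genes a median of -0.093, with 1 rise and 9 falls, or 1 and 13 over the list alone (limma camera adjusted p = 9.8e-05, or adjusted p = 0.54 with an estimated correlation). File S3 prints 32 of the 48 genes of its mitochondrion term for this comparison, and all 32 fell here by limma; having been chosen from these arrays, they are not independent evidence. Less firm, with calls missing from some alternative fits, were ATPsynCF6L, ND-24L and mRpL10.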

In the down-regulated set of genes for 5d flies, the GO term for mitochondrion in the cellular component category was enriched. Mitochondria are the primary site of ATP production, maintain calcium homeostasis, and have a role in apoptosis. Mitochondrial dysfunction has been implicated in several neurodegenerative diseases and is thought to play a key role in ALS. Dilated and vacuolated mitochondria have been observed in ALS patients and transgenic mice (Afifi *et al.* 1966; Dal Canto and Gurney 1994; Higgins *et al.* 2002; Higgins *et al.* 2003; Hirano *et al.* 1984a; Hirano *et al.* 1984b; Kong and Xu 1998; Wong *et al.* 1995), and mitochondrial abnormalities have been reported in the early stages of the disease (Higgins *et al.* 2003; Kong and Xu 1998; Wong *et al.* 1995). Mutant SOD1 has also been shown to colocalize to the mitochondria, where it may induce stress and interfere with proper functioning of the organelle (Deng *et al.* 2006; Higgins *et al.* 2002; Liu *et al.* 2004; Vijayvergiya *et al.* 2005).

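Idh and Men, which code for NADP-dependent isocitrate dehydrogenase and malic enzyme, fell in 45d flies with G85R in MN, by -0.25 (SE 0.051, limma adjusted p = 8.2e-04) and -0.26 (SE 0.078, limma adjusted p = 0.026) (n = 3 arrays per group). In glia at 45d Men, Men-b, Idh and Mdh1 fell by -0.60 (SE 0.078), -0.38 (SE 0.10), -0.31 (SE 0.051) and -0.17 (SE 0.048), and Nadk1a rose by 0.37 (SE 0.10). MN+glia flies at 45d had falls of -0.41 (SE 0.078) for Men and -0.32 (SE 0.051) for Idh. The list of 10 enzymes that use or make NADPH outside the pentose phosphate pathway did not move as a whole in MN at 45d, with no rise and 2 falls (limma camera adjusted p = 0.36, or adjusted p = 0.79 with an estimated correlation), or in glia, with 1 rise and 4 falls (limma camera adjusted p = 0.075, or adjusted p = 0.57 with an estimated correlation). All 7 genes that File S3 gives for NADP metabolism in MN at 45d fell by limma, as a list drawn from the same arrays. The threshold was not passed in every alternative fit by Idh (MN at 45d), Men (MN at 45d), Men-b (glia at 45d) and Nadk1a (glia at 45d).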

In 45d flies expressing G85R in MN, the biological processes of NADP metabolism and nicotinamide metabolism were enriched among the down-regulated set of genes. Nicotinamide is a precursor to nicotinamide adenosine dinucleotide (NAD) and nicotinamide adenine dinucleotide phosphate (NADP), coenzymes with important roles in redox reactions. NAD has a role in energy metabolism, whereas NADP plays a role in cholesterol and lipid synthesis and fatty acid chain elongation and in redox reactions that protect against reactive oxygen species (ROS).

#### GO terms unique to glia:

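Act88F, the actin of indirect flight muscle, rose by 0.98 (SE 0.19, limma adjusted p = 4.6e-04) in 45d flies with G85R in glia (n = 3 arrays per group). sls and TpnC4, of the sarcomere, rose by 0.54 (SE 0.13, limma adjusted p = 0.0068) and 0.37 (SE 0.089, limma adjusted p = 0.0049), Act79B by 0.35 (SE 0.061) and Prm by 0.27 (SE 0.077). Smaller rises were those of Mp20, Mlc2 and Mlc1, at 0.25 (SE 0.069), 0.22 (SE 0.064) and 0.17 (SE 0.047). None of the 30 sarcomere genes fell and 8 rose, also over the list alone, at a median of 0.13 (limma camera adjusted p = 5.0e-04, or adjusted p = 0.47 with an estimated correlation). The terms of File S3 for muscle system process and contractile fiber hold 7 and 9 genes in this comparison, all of which rose by limma, and were chosen by the study from the same arrays. In some alternative fits the threshold was missed by sls.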

In the up-regulated set of genes in 45d flies expressing G85R in glia, GO terms for the biological processes of muscle system process and muscle contraction were enriched, and GO terms for the cellular components contractile fiber and contractile fiber parts were enriched. These GO terms refer to the generation of force in a muscle and the components of contractile muscle fibers, such as actin, myosin, and associated proteins. There is evidence that muscle degeneration occurs early in ALS where it may precede motoneuron degeneration (Brooks *et al.* 2004; Marcuzzo *et al.* 2011) and may be an indication of degeneration occurring at the neuromuscular junction (Chiu *et al.* 1995; Frey *et al.* 2000; Kennel *et al.* 1996). Recently, Islam *et al.*(2012) reported that flies expressing mutant human SOD1 in glia showed an age-dependent loss of motor function in a negative geotaxis assay. In contrast, mutant SOD1 expression in MN and coexpression in MN+glia enhanced climbing ability in flies.

In the down-regulated genes for 45d flies expressing G85R in glia, GO terms for the molecular function of glutathione transferase activity and the KEGG pathway for glutathione metabolism were enriched. 

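GstE7 fell furthest among the glutathione transferase genes of 45d flies with G85R in glia, by -0.62 (SE 0.14, limma adjusted p = 0.0032) (n = 3 arrays per group). GstE2, GstE1 and GstD8 fell by -0.46 (SE 0.085, limma adjusted p = 3.7e-04), -0.44 (SE 0.057) and -0.44 (SE 0.14). GstD9 and GstD10 rose, by 0.36 (SE 0.066) and 0.30 (SE 0.094). Of 35 genes of the family 2 rose and 12 fell, or 3 and 14 over the list alone, with a median of -0.11 (limma camera adjusted p = 9.9e-04, or adjusted p = 0.37 with an estimated correlation). With G85R in MN at 45d 4 rose and 2 fell, or 6 and 4 over the list alone (limma camera adjusted p = 0.76, or adjusted p = 0.95 with an estimated correlation), and in MN+glia 2 rose and 5 fell (limma camera adjusted p = 0.29, or adjusted p = 0.79 with an estimated correlation), with GstE10 lowest at -0.64 (SE 0.074). The 12 genes of the glutathione transferase term and the 17 of glutathione metabolism in File S3 all fell in glia at 45d, and were selected from this comparison. Calls lost in at least 1 alternative fit are those of GstD10 (glia at 45d).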

Glutathione transferases are a family of enzymes that are involved with the detoxification process. Glutathione has many important functions in cells and is a major endogenous antioxidant that directly neutralizes ROS.

#### GO terms unique to MN+glia:

Enriched GO terms unique to flies simultaneously expressing G85R in MN+glia includes the molecular function of neuropeptide hormone activity from the list of up-regulated genes in 45d flies. 

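FMRFa, Nplp4, Lk and SIFa, all neuropeptide genes, rose in 45d flies with G85R in MN+glia, by 0.39 (SE 0.071, limma adjusted p = 3.0e-04), 0.38 (SE 0.11, limma adjusted p = 0.025), 0.37 (SE 0.10) and 0.37 (SE 0.10) (n = 3 arrays per group). Mip, Akh, Ilp8 and ITP rose by 0.32 (SE 0.085), 0.30 (SE 0.073), 0.29 (SE 0.068) and 0.28 (SE 0.077). AstCC fell, by -0.50 (SE 0.13, limma adjusted p = 0.016). Of 36 neuropeptides and peptide hormones 8 rose and 1 fell, or 12 and 4 over the list alone, at a median of 0.091 (limma camera adjusted p = 0.024, or adjusted p = 0.47 with an estimated correlation). The list did not move in MN at 45d (limma camera adjusted p = 0.43, or adjusted p = 0.8 with an estimated correlation) or in glia at 45d (limma camera adjusted p = 0.72, or adjusted p = 0.92 with an estimated correlation). The 9 genes of the study's own neuropeptide term all rose by limma in MN+glia, from which they were chosen. Alternative fits did not all call AstCC and Nplp4.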

Neuropeptides are signaling molecules in neurons that regulate physiology and behavior.

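Gli, which codes for gliotactin, fell by -0.55 (SE 0.10, limma adjusted p = 2.4e-04) in 45d flies with G85R in MN+glia (n = 3 arrays per group). Other septate junction genes that fell are Lac, -0.30 (SE 0.066, limma adjusted p = 0.003), Tsf2, -0.22 (SE 0.060), sinu, -0.19 (SE 0.054), and Cont, -0.18 (SE 0.049). The list of 25 had 5 falls and no rise, or 8 falls over the list alone, at a median of -0.15 (limma camera adjusted p = 3.1e-04, or adjusted p = 0.37 with an estimated correlation). With G85R in glia at 45d the same list had 7 falls, or 1 rise and 8 falls over the list alone (limma camera adjusted p = 0.004, or adjusted p = 0.47 with an estimated correlation), with Lac at -0.30 (SE 0.066). Among the 9 probe sets that File S3 gives for septate junction assembly in MN+glia at 45d, 8 fell by limma, and the study had chosen them from this comparison.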

In the down-regulated list of genes for 45d with MN+glia expression of G85R, septate junction assembly was enriched. Septate junctions are the invertebrate equivalent of vertebrate tight junctions where they provide structural support to cells and act as a permeability barrier. Dysfunction of the blood-brain barrier, which is maintained by tight junctions, is thought to contribute to neurodegenerative diseases, including ALS (Rodrigues *et al.* 2012).

#### GO terms shared by MN+glia:

While some GO terms were uniquely enriched when G85R was expressed under a certain cell-specific driver, others were commonly enriched among several or all cell type expression patterns of G85R. The pentose-phosphate KEGG pathway was enriched in the down-regulated set of genes in 45d flies expressing G85R in MN and in glia. 

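Taldo, Rpi and Pgls, enzymes of the pentose phosphate pathway, fell in 45d flies under both drivers (n = 3 arrays per group). In glia the changes were -0.56 (SE 0.090, limma adjusted p = 3.9e-05) for Taldo, -0.51 (SE 0.071, limma adjusted p = 4.8e-06) for Rpi and -0.41 (SE 0.072) for Pgls, with Prps at -0.45 (SE 0.12) and CG8036 at -0.37 (SE 0.10). In MN they were -0.32 (SE 0.090, limma adjusted p = 0.019), -0.40 (SE 0.071, limma adjusted p = 2.0e-04) and -0.38 (SE 0.072), with CG8036 at -0.51 (SE 0.10). Of 7 genes 5 fell in glia, at a median of -0.41 (limma camera adjusted p = 3.3e-04, or adjusted p = 0.19 with an estimated correlation), and 4 fell in MN, or 5 over the list alone, at a median of -0.32 (limma camera adjusted p = 0.0024, or adjusted p = 0.37 with an estimated correlation). With G85R in MN+glia at 45d 2 of the 7 fell, or 4 over the list alone (limma camera adjusted p = 0.018, or adjusted p = 0.47 with an estimated correlation). The study's own lists for this pathway, 9 genes in MN and 11 in glia, fell as a whole. They had been drawn from the falls on the same arrays and are not independent evidence.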

The pentose phosphate pathway generates pentoses and is the main source of NADPH, which is used as a reducing equivalent for biosynthetic reactions and oxidation-reduction reactions that protect against ROS.

#### GO terms shared by MN and MN+glia:

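DptB, edin and Def, like Mtk and AttD, rose in 45d flies with G85R in MN, by 2.81 (SE 0.74, limma adjusted p = 0.012), 2.22 (SE 0.58, limma adjusted p = 0.0098) and 1.80 (SE 0.39, limma adjusted p = 0.0017) (n = 3 arrays per group). The peptidoglycan recognition gene PGRP-SB1 rose by 1.45 (SE 0.26, limma adjusted p = 1.8e-04), and pirk by 1.05 (SE 0.31, limma adjusted p = 0.026). In MN+glia at 45d the rises of antimicrobial peptide genes were those of Drsl4, 0.90 (SE 0.10, limma adjusted p = 1.9e-07), and Drsl5, 0.44 (SE 0.074, limma adjusted p = 1.4e-04). Of 13 antimicrobial peptides 9 rose in MN, at a median of 1.24 (limma camera adjusted p = 1.1e-08, or adjusted p = 0.18 with an estimated correlation), and 2 in MN+glia, at a median of 0.33 (limma camera adjusted p = 0.028, or adjusted p = 0.66 with an estimated correlation). Peptidoglycan recognition proteins had 4 rises among 7 in MN (limma camera adjusted p = 0.0031, or adjusted p = 0.37 with an estimated correlation), while the list did not move in MN+glia (limma camera adjusted p = 0.75, or adjusted p = 0.93 with an estimated correlation); 26 further Toll, Imd and JAK/STAT genes had 3 rises in MN (limma camera adjusted p = 0.54, or adjusted p = 0.89 with an estimated correlation). AttD differed between the 2 drivers at 45d, with MN+glia minus MN at -2.37 (SE 0.58, limma adjusted p = 0.028). File S3 lists 29 probe sets under defense response in MN at 45d, all of which rose here, and places the same terms for MN+glia at 5d, where 21 of 21 rose with or without the degraded array; these lists were drawn from the same arrays. Past the threshold in only part of the alternative fits: AttD (MN+glia minus MN at 45d) and pirk (MN at 45d).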

GO terms for the biological process of immune and defense response were enriched in the up-regulated set of genes in 45d flies with G85R expression in MN and MN+glia. Neuroinflammation is characteristic of certain neurodegenerative diseases, including ALS. (Papadimitriou *et al.* 2010). Within the central nervous system, activated microglia and astrocytes are commonly observed in ALS (Alexianu *et al.* 2001; Hall *et al.* 1998; Mcgeer and Mcgeer 2002). In the SOD1 mouse model, activation of the innate and humoral immune systems has also been demonstrated in the peripheral nervous system (Chiu *et al.* 2009).

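Mocs1 and Dhpr rose in 45d flies with G85R in MN, by 0.37 (SE 0.078, limma adjusted p = 0.0013) and 0.26 (SE 0.075, limma adjusted p = 0.021) (n = 3 arrays per group). In MN+glia at 45d Mocs1 rose by 0.26 (SE 0.078, limma adjusted p = 0.032), while Nmdmc and Mthfs, genes of folate metabolism, fell by -0.58 (SE 0.18, limma adjusted p = 0.043) and -0.49 (SE 0.13). Nmdmc, pug and Mthfs fell in glia at 45d as well, by -0.94 (SE 0.18), -0.79 (SE 0.13) and -0.60 (SE 0.13). Over 12 enzymes of folate and pterin synthesis, 2 rose in MN (limma camera adjusted p = 0.59, or adjusted p = 0.89 with an estimated correlation), and 2 rose and 2 fell in MN+glia, or 2 and 3 over the list alone, where the median was -0.029 and the mean 0.024 (limma camera adjusted p = 0.74, or adjusted p = 0.93 with an estimated correlation). The study's own folate lists, 8 genes in MN and 6 in MN+glia, rose as a whole. They had been drawn from the rises on the same arrays and are not independent evidence that folate genes rose. Less firm, with calls missing from some alternative fits, were Dhpr (MN at 45d), Mocs1 (MN+glia at 45d), Mthfs (MN+glia at 45d) and Nmdmc (MN+glia at 45d).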

The KEGG pathway for folate biosynthesis was enriched in the up-regulated set of genes in 45d flies expressing G85R in MN and in MN+glia. Folate has an important role in maintaining low levels of homocysteine, which is cytotoxic at high levels. Homocysteine is produced from the demethylation of methionine and folate reduces homocysteine levels by promoting its remethylation. Elevated homocysteine levels are a risk factor for several neurodegenerative disorders, including ALS (Diaz-Arrastia 2000; Zoccolella *et al.* 2008) and may serve as a potential biomarker for ALS. Additionally, decreased folic acid has been observed in ALS patients as well as the SOD1 mouse model (Zhang *et al.* 2010; Zoccolella *et al.* 2008).

#### GO terms shared by MN, glia, and MN+glia:

Several enriched GO terms were common to flies expressing G85R under the MN, glia, and MN+glia Gal4 drivers. 

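Prosbeta5R1, a gene of the 20S proteasome, rose at 45d by 0.48 (SE 0.067, limma adjusted p = 5.3e-06) in MN, 0.34 (SE 0.067, limma adjusted p = 6.8e-04) in glia and 0.28 (SE 0.067, limma adjusted p = 0.0059) in MN+glia (n = 3 arrays per group). Prosbeta4R1 and Rpt3R rose in glia at 45d, by 0.29 (SE 0.093) and 0.23 (SE 0.069), and Prosbeta5 in MN+glia at 45d, by 0.22 (SE 0.050). As a list, 40 proteasome genes did not move at 45d in MN, with 2 rises and 1 fall (limma camera adjusted p = 0.43, or adjusted p = 0.87 with an estimated correlation), in glia, with 3 and 1 (limma camera adjusted p = 0.097, or adjusted p = 0.74 with an estimated correlation), or in MN+glia, with 2 and 1 (limma camera adjusted p = 0.12, or adjusted p = 0.74 with an estimated correlation). In MN+glia at 5d there was 1 fall without the degraded array and 8 with it (limma camera adjusted p = 0.79 without replicate 2 and adjusted p = 0.55 with it, or adjusted p = 0.89 with an estimated correlation). File S3 prints 32 proteolysis genes for each of MN at 45d, glia at 5d and glia at 45d, of which 31 rose in each, and 32 for MN+glia at 5d, of which 29 rose without the degraded array and 32 with it; these were chosen from the same arrays and each term holds more genes than are printed. The threshold was not passed in every alternative fit by Prosbeta4R1 (glia at 45d), Prosbeta5 (MN+glia at 45d) and Prosbeta5R1 (MN+glia at 45d).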

With the exception of 5d MN and 45d MN+glia gene lists, the GO term for the biological process of proteolysis was enriched in all up-regulated gene lists. Abnormal protein aggregates are a common feature of ALS and other neurodegenerative diseases. SOD1 protein aggregates have been observed to accumulate in the tissues of the central nervous system of FALS patients and mutant SOD1 transgenic mice and flies (Bruijn *et al.* 1997; Johnston *et al.* 2000; Shibata *et al.* 1996; Watanabe *et al.* 2001; Watson *et al.* 2008). Misregulation of the ubiquitin-proteasome pathway is thought to be involved in the formation of mutant SOD1 aggregates and, as demonstrated by Puttaparthi *et al.* (2003), even a 30% reduction in proteasomal activity results in mutant SOD1 aggregate formation.

The GO term for the biological process of oxidation-reduction was enriched in all down-regulated gene lists except 5d flies with MN expression of G85R. 

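MsrA, a methionine sulfoxide reductase gene, fell by -0.74 (SE 0.10, limma adjusted p = 1.6e-06) in 45d flies with G85R in MN, and Prx6a by -0.34 (SE 0.084) (n = 3 arrays per group). Cyp28d2 and Men, both oxidoreductase genes, fell in the same flies. In glia Prx6a fell by -0.29 (SE 0.084, limma adjusted p = 0.039) at 5d and -0.39 (SE 0.084, limma adjusted p = 0.0017) at 45d. Of the first 32 genes that File S3 prints for oxidation-reduction in MN at 45d, 31 fell by limma, as did 31 in glia at 5d, 32 in glia at 45d and 31 in MN+glia at 45d. In MN+glia at 5d 32 fell without the degraded array, and 22 did so with it. These genes had been chosen from the same arrays and are not independent evidence. For the microarray experiment as a whole, the paper proposes that lower expression of redox pathways may impair the response of older G85R flies to ROS. In some alternative fits the threshold was missed by Prx6a (glia at 5d) and Prx6a (MN at 45d).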

Oxidation-reduction (redox) reactions are chemical reactions that involve the gain or loss of electrons by an atom, ion, or molecule. Redox reactions are the basis for many biochemical pathways and are also important for understanding an organism’s ability to cope with ROS. Imbalances in redox state can result in excessive ROS and lead to oxidative stress (Kohen and Nyska 2002).

### Meta analysis

ALS is a neurodegenerative disease that usually occurs later in life. To examine the temporal effects of cell-specific expression of G85R in flies, we performed a meta-analysis of the data (File S4). First, we compared 45d flies expressing G85R to their 5d G85R counterparts. Next, we compared 45d control flies expressing dSOD1 to their 5d dSOD1 counterparts. 

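CG16826 was low in 45d dSOD1 controls of all 3 drivers, at 7.97 ± 0.82 on 9 arrays against 13.48 ± 0.11 on the other 27 (log2, mean ± SD; n = 3 arrays per group). whe stood at 10.17 ± 0.96 against 14.11 ± 0.065, CG33109 at 6.46 ± 0.58 against 8.74 ± 0.63, and the probe set that File S1 names stress-sensitive B at 10.81 ± 0.97 against 14.09 ± 0.11. In MN controls CG33109 was low at both ages, with means of 7.31 at 5d and 7.20 at 45d. For CG16826 and whe the change with age in G85R flies relative to controls was 4.51 (SE 0.13, limma adjusted p = 6.0e-21) in MN, 6.11 (SE 0.13, limma adjusted p = 8.5e-25) in glia and 6.01 (SE 0.14, limma adjusted p = 2.8e-23) in MN+glia without the degraded array for CG16826, and 2.94 (SE 0.18), 3.76 (SE 0.18) and 5.08 (SE 0.20) for whe. With the degraded array the MN+glia values were 6.05 (SE 0.13) and 5.08 (SE 0.18). LysP changed with age by 0.94 (SE 0.12, limma adjusted p = 6.2e-06) in MN, 1.78 (SE 0.12, limma adjusted p = 3.3e-12) in glia and 1.99 (SE 0.12, limma adjusted p = 1.6e-12) in MN+glia, or 1.98 (SE 0.12) with the degraded array. In the opposite direction 1 probe set of hdly changed by -1.39 (SE 0.087, limma adjusted p = 1.8e-12) in MN and -2.04 (SE 0.087, limma adjusted p = 5.8e-17) in glia, and CG31832 by -1.76 (SE 0.18) and -1.89 (SE 0.18). Another probe set of hdly changed less, by -0.63 in MN and -1.32 in glia. In MN+glia, with all arrays, the values were -1.70 and -1.21 for the probe sets of hdly and -0.82 for CG31832.

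**Figure D4:**
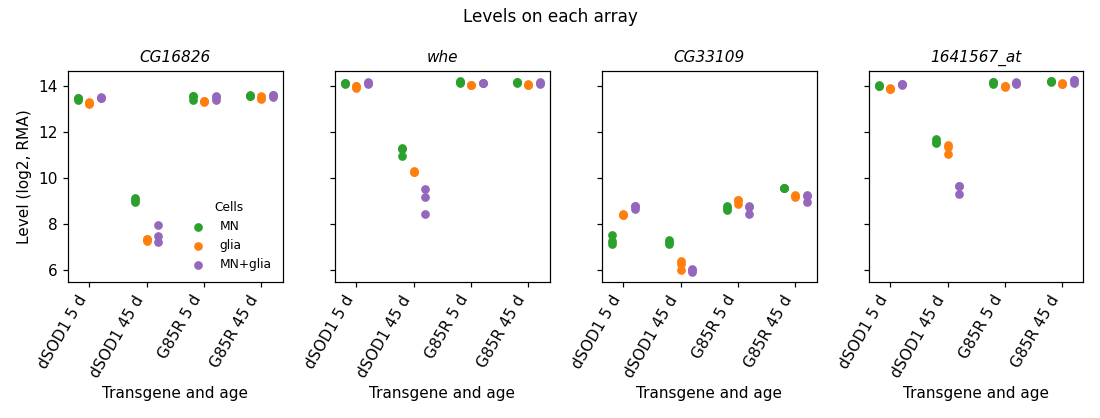
Level of CG16826, whe, CG33109 and the probe set named stress-sensitive B (y axis, log2) on each of the 36 arrays, by transgene and age (x axis), colored by driver. The 9 arrays of 45d dSOD1 flies lie lowest for CG16826, at 7.97 on average.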

To eliminate the effects of normal aging, we then compared the transcriptional differences in expression in old G85R flies to the transcriptional differences of old dSOD1 flies. In old flies with MN expression of G85R, GO terms for defense response and mitochondria were enriched in the up-regulated set of genes while oxidation reduction was enriched in the down-regulated set of genes. 

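AttD, an antimicrobial peptide gene, changed with age by 3.28 (SE 0.58, limma adjusted p = 0.0014) in flies with G85R in MN relative to controls, and Drsl3 and Drsl5 changed by 1.00 (SE 0.15) and 0.41 (SE 0.11) (n = 3 arrays in each of 4 groups). Alp8 changed by 2.69 (SE 0.25, limma adjusted p = 1.5e-08). Relative to controls, the complex I gene ND-B8 and SdhCL rose with age by 0.71 (SE 0.14) and 0.43 (SE 0.11). ND-B8 itself fell with age in MN controls, and less so in G85R flies. On the same measure relative to controls, CG13813 fell, by -1.32 (SE 0.15, limma adjusted p = 1.5e-06). Of 13 antimicrobial peptides 3 rose, or 8 over the list alone, at a median of 1.00 (limma camera adjusted p = 1.3e-08, or adjusted p = 0.11 with an estimated correlation), and of 80 respiratory complex genes 2 rose (limma camera adjusted p = 2.0e-06, or adjusted p = 0.26 with an estimated correlation). Accessory gland genes had 6 falls among 17, or 9 over the list alone (limma camera adjusted p = 1.3e-08, or adjusted p = 0.16 with an estimated correlation). Of the genes in the study's own lists from these arrays, 9 of 11 for defense response and 7 of 14 for mitochondrion rose, and 18 of 28 for oxidation reduction fell; without the degraded array, which lies outside this comparison but enters its variance, these counts are 11, 12 and 25. Alternative fits did not all call SdhCL.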

In old flies with glial expression of G85R, no GO terms were significantly enriched in the up-regulated set of genes. 

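Act88F rose with age in flies with G85R in glia relative to controls, by 1.04 (SE 0.27, limma adjusted p = 0.038), and Obsc and Act79B by 0.57 (SE 0.14) and 0.57 (SE 0.086) (n = 3 arrays in each of 4 groups). CG33109 changed with age by 2.40 (SE 0.14, limma adjusted p = 1.2e-13) and Mlc2 by 0.35 (SE 0.091). The 30 sarcomere genes had 4 rises, or 16 over the list alone, at a median of 0.21 (limma camera adjusted p = 5.8e-08, or adjusted p = 0.16 with an estimated correlation). Of 3 lysozymes 1 rose in glia and in MN, LysP, or 2 over the list alone, and the list as a whole rose in glia (limma camera adjusted p = 2.3e-05, or adjusted p = 0.0073 with an estimated correlation) and in MN (limma camera adjusted p = 7.5e-04, or adjusted p = 0.023 with an estimated correlation). Some fits with 1 array left out or another choice did not call Act88F.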

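Relative to controls, GstD2 changed with age by -1.31 (SE 0.14, limma adjusted p = 2.4e-07) in flies with G85R in glia, and GstE1 and GstZ2 by -0.53 (SE 0.081) and -0.42 (SE 0.10) (n = 3 arrays in each of 4 groups). GstD2 itself rose with age in glia controls, and less so in G85R flies. On the same measure relative to controls, the lipase gene Lip3 fell by -1.94 (SE 0.31, limma adjusted p = 2.5e-04), with Echs1, -0.40 (SE 0.089), and Lip4, -0.38 (SE 0.10). Obp99b, which had risen at 5d, fell with age relative to controls by -1.85 (SE 0.34, limma adjusted p = 0.0015). Of 35 glutathione transferases 5 fell, or 16 over the list alone, at a median of -0.21 (limma camera adjusted p = 1.3e-08, or adjusted p = 0.023 with an estimated correlation), and of 18 genes of fatty acid oxidation and lipolysis 3 fell, or 5 over the list alone (limma camera adjusted p = 1.8e-04, or adjusted p = 0.24 with an estimated correlation). Among the study's own lists from these arrays, 13 of 32 oxidation reduction genes, 3 of 7 for fatty acid metabolic process and 5 of 9 for glutathione metabolism fell by limma; without the degraded array, which lies outside this comparison but enters its variance, the counts are 28, 7 and 9. Not every alternative fit kept Echs1 past the threshold.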

GO terms enriched in the down-regulated set of genes include oxidation reduction, fatty acid metabolism, and glutathione metabolism. When G85R was expressed simultaneously in MN+glia, no GO terms were significantly enriched in the up-regulated set of genes for old flies. 

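alrm, e and zyd, glial marker genes, rose with age in flies with G85R in MN+glia relative to controls, by 0.65 (SE 0.15, limma adjusted p = 0.021), 0.61 (SE 0.094, limma adjusted p = 1.8e-04) and 0.40 (SE 0.089, limma adjusted p = 0.013) without the degraded array, and by 0.63 (SE 0.14), 0.51 (SE 0.10) and 0.41 (SE 0.084) with it. moody and loco fell, by -0.45 (SE 0.090) and -0.42 (SE 0.10), or -0.52 (SE 0.093) and -0.53 (SE 0.11). The prophenoloxidase genes PPO1 and PPO2, which fell with age in MN+glia controls, changed relative to them by 1.12 (SE 0.12, limma adjusted p = 3.0e-07) and 0.98 (SE 0.13), or 0.95 (SE 0.14) and 0.78 (SE 0.16). With 3 arrays in each of 4 groups, or 2 where the degraded array is left out, the 20 glial markers had 4 rises and 2 falls, or 4 and 3 with all arrays and 4 and 5 over the list alone, and did not move as a list (limma camera adjusted p = 0.97 without replicate 2 and adjusted p = 0.89 with it, or adjusted p = 0.95 with an estimated correlation). Past the threshold in only part of the alternative fits: PPO2, alrm and loco.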

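The septate junction gene cora fell with age in flies with G85R in MN+glia relative to controls, by -0.43 (SE 0.11, limma adjusted p = 0.045) without the degraded array and -0.44 (SE 0.10, limma adjusted p = 0.018) with it. Gli changed by -0.55 (SE 0.15, limma adjusted p = 0.056) and -0.57 (SE 0.14, limma adjusted p = 0.02), and so passed the threshold with all arrays alone. The digestive protease genes Try29F, Jon25Bi and Jon25Bii fell by -1.61 (SE 0.31, limma adjusted p = 0.0036), -1.49 (SE 0.21) and -1.17 (SE 0.24) without the degraded array, and by -1.85 (SE 0.31), -1.73 (SE 0.23) and -1.32 (SE 0.24) with it. MtnB, a metallothionein gene that rose less with age in G85R flies than in MN+glia controls, changed by -2.50 (SE 0.49, limma adjusted p = 0.0042) and -2.67 (SE 0.46), and pirk by -1.66 (SE 0.39, limma adjusted p = 0.021) and -2.14 (SE 0.44). Of 25 septate junction genes 3 fell without the degraded array and 4 with it, or 8 over the list alone (limma camera adjusted p = 1.2e-08 without replicate 2 and adjusted p = 1.0e-04 with it, or adjusted p = 0.17 with an estimated correlation). Of 26 digestive proteases 7 fell without the degraded array, against 1 rise and 7 falls with it, or 2 and 10 over the list alone (limma camera adjusted p = 2.4e-07 without replicate 2 and adjusted p = 2.0e-06 with it, or adjusted p = 0.16 with an estimated correlation), and of 26 Toll, Imd and JAK/STAT genes 1 fell without the degraded array and 7 with it, or 10 over the list alone (limma camera adjusted p = 2.5e-06 without replicate 2 and adjusted p = 1.1e-06 with it, or adjusted p = 0.13 with an estimated correlation). In the study's own lists from these arrays, septate junction assembly had 6 falls of 8 probe sets without the degraded array and 7 with it, and proteolysis 22 of 23 on both sets. Less firm, with calls missing from some alternative fits, were Gli, cora and pirk.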

GO terms enriched in the down-regulated set of genes include septate junctions, glial cell development, and proteolysis.

### Comparison of array results obtained from *Drosophila* and other SOD1 animal models and ALS human patients

Compared to several other ALS microarrays (Brockington *et al.* 2010; Chen *et al.* 2010; Cox *et al.* 2010; D’arrigo *et al.* 2010; Ferraiuolo *et al.* 2007; Ferraiuolo *et al.* 2011; Gonzalez De Aguilar *et al.* 2008; Jiang *et al.* 2005; Kirby *et al.* 2005; Kudo *et al.* 2010; Vargas *et al.* 2008; Yoshihara *et al.* 2002), we identified five genes from our ≥2-fold change list that have orthologs in SOD1 transgenic mice and human patients with sporadic ALS (Table 1). Sepia is the fly ortholog of mouse glutathione S-transferase omega 1 (O’brien *et al.* 2005) and was up-regulated in 45d flies with G85R in glia and MN+glia but was down-regulated in mouse motoneurons (Kirby *et al.* 2005). 

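Sepia rose at 45d in glia by 1.47 (SE 0.11, limma adjusted p = 6.4e-12) and in MN+glia by 1.47 (SE 0.11, limma adjusted p = 6.1e-12) (n = 3 arrays per group). In MN at 45d it stood at -0.021 (SE 0.11, limma adjusted p = 0.95), and the difference between MN+glia and MN was 1.495 (SE 0.15, limma adjusted p = 4.3e-08). At 5d Sepia was at 0.17 (SE 0.11, limma adjusted p = 0.37) in MN, 0.28 (SE 0.11, limma adjusted p = 0.12) in glia and 0.071 (SE 0.11, limma adjusted p = 0.79) in MN+glia without the degraded array, or 0.16 (SE 0.11) with it. Its change with age was 1.18 (SE 0.15, limma adjusted p = 5.8e-06) in glia and 1.40 (SE 0.15, limma adjusted p = 3.7e-07) in MN+glia, or 1.31 (SE 0.15) with the degraded array. Controls fell between 5d and 45d, from 6.83 to 5.77 in glia and from 6.86 to 5.94 in MN+glia (group means, log2). G85R flies went from 7.11 to 7.23 in glia and, with all arrays, from 7.02 to 7.41 in MN+glia.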

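Pka-C1, a protein kinase A gene, fell in glia by -0.95 (SE 0.13, limma adjusted p = 4.6e-06) at 5d and -1.07 (SE 0.13, limma adjusted p = 3.0e-07) at 45d (n = 3 arrays per group). In MN it was not called, at -0.26 (SE 0.13, limma adjusted p = 0.23) and -0.33 (SE 0.13, limma adjusted p = 0.1). In MN+glia it stood at -0.31 (SE 0.14, limma adjusted p = 0.24) at 5d without the degraded array, -0.37 (SE 0.13) with it, and fell by -0.53 (SE 0.13, limma adjusted p = 0.0064) at 45d. At 45d the difference between MN and glia was 0.74 (SE 0.18, limma adjusted p = 0.027). sfl, a heparan sulfate sulfotransferase gene, fell in MN by -0.91 (SE 0.13, limma adjusted p = 7.5e-06) and -0.78 (SE 0.13, limma adjusted p = 5.9e-05), in glia by -1.26 (SE 0.13) and -1.24 (SE 0.13), and in MN+glia by -1.04 (SE 0.13) without the degraded array, -1.19 (SE 0.13) with it, and -0.99 (SE 0.13) at 45d. The paper's qRT-PCR marks none of the 6 values of Pka-C1 and, for sfl, a rise in MN at 45d. In some alternative fits the threshold was missed by Pka-C1 (MN+glia at 45d) and Pka-C1 (MN minus glia at 45d).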

Pka-C1 is the fly ortholog of mouse protein kinase, cAMP-dependent, catalytic, alpha (O’brien *et al.* 2005) and was down-regulated in G85R flies, especially in those with glial expression, and was also down-regulated in mouse astrocytes. *sfl* is the ortholog of human *N*-deacetylase/*N*-sulfotransferase (heparan glucosaminyl) 2 (O’brien *et al.* 2005) and was down-regulated in G85R flies but up-regulated in the motoneurons of human ALS patients (Jiang *et al.* 2005). *CG31742* shares sequence similarity to human proteasome (prosome, macropain) subunit, beta type 5 and was down-regulated in G85R flies but up-regulated in the ventral horn of ALS human patients (Jiang *et al.* 2005). *sda* is the ortholog of human alanyl (membrane) aminopeptidase (Zhang *et al.* 2002) and was down-regulated in 45d flies which expressed G85R in MN and it was also down-regulated in the ventral horn of ALS human patients (Jiang *et al.* 2005).

**Table 1:** Mammalian Orthologs of *Drosophila* Genes Affected by Mutant SOD1 Expression

Probe Set ID	Fly Gene	5-Day-Old Flies Fold Change	45-Day-Old Flies Fold Change	Cell Type Expression of G85R	Ortholog	Organism	Fold Change	Tissue for Microarray (study ref.)
1637801_at	Sepia	1.12*^a^*	−1.01*^a^*	MN	Glutathione S-transferase omega 1	mouse	−3.02	Motoneurons (Kirby *et al.* 2005)
		1.22*^a^*	2.77	Glia				
		1.05*^a^*	2.78	MN+glia				
1631055_at	cAMP-dependent protein kinase 1	−1.20*^a^*	−1.26*^a^*	MN	Protein kinase, cAMP- dependent, catalytic, alpha (Prkaca)	mouse	−2.11	Astrocytes (Ferraiuolo *et al.* 2011)
		−1.93	−2.10	Glia				
		−1.23*^a^*	−1.45	MN + glia				
1631534_at	Sulfateless	−1.87	−1.71	MN	*N*-deacetylase/*N*-sulfotransferase (heparan glucosaminyl) 2	human	1.52	Motoneurons
		−2.39	−2.37	Glia			1.07	Ventral horn (Jiang *et al.* 2005)
		−2.06	−1.99	MN+glia				
1635607_at	*CG31742*	−1.74	−1.81	MN	Proteasome (prosome, macropain) subunit, beta type, 5	human	1.2	Motoneurons
		−1.94	−1.68	Glia			1.42	Ventral horn (Jiang *et al.* 2005)
		−2.12	−1.78	MN+glia				
1623503_at	Slamdance	1.02*^a^*	−1.74	MN	Alanyl (membrane) aminopeptidase	human	0.61	Motoneurons
		−1.14*^a^*	−2.02	Glia			0.57	Ventral horn (Jiang *et al.* 2005)
		−1.04*^a^*	−2.26	MN+glia				

Mammalian orthologs of *Drosophila* genes that also have been identified as differentially regulated in other microarray experiments. MN, motoneurons.

a Not statistically significant at a Benjamini-Hochberg corrected *P* value of >0.05.

## Discussion

Here we examined the phenotypic effects of G85R and dSOD1 expression in motoneurons, glia, and simultaneously in motoneurons plus glia of flies. We have shown that cell-specific expression of dSOD1 and G85R can influence lifespan, sensitivity to hydrogen peroxide, and lipid peroxidation. Our microarray experiment has identified a number of candidate genes and enriched GO terms which may provide further insights into the cellular and molecular mechanisms by which mutant SOD1 affects neuronal and glial function in flies.

Cell-specific expression of SOD1 appears to confer a beneficial effect under certain circumstances but is harmful in other cases. Overexpression of wild-type dSOD1 has no effect on lifespan when expressed in motoneurons but decreases lifespan when over expressed in glia, indicating that abnormal expression of wild-type SOD1 may have toxic consequences in certain cells. While we find that G85R expression in motoneurons slightly decreases lifespan, motoneuronal expression of the G41S allele was previously reported to increase lifespan (Elia *et al.* 1999). G85R expressed in glia also decreases lifespan, but, when expressed simultaneously in motoneurons and glia, it increases the lifespan of flies. When motor function was measured in a negative geotaxis assay, glial expression of mutant SOD1 decreased climbing ability, whereas expression of mutant SOD1 in motoneurons and coexpression in motoneurons and glia enhanced climbing ability (Islam *et al.* 2012).

Flies with mutant SOD1 expression have also been shown to have a differential response to certain environmental toxins. We have shown that flies expressing G85R under motoneuronal and glial Gal4 drivers are more sensitive to hydrogen peroxide. However, our earlier study also showed that flies with cell-specific expression of G85R responded differently to BMAA and paraquat, suggesting toxin-specific interaction with mutant SOD1. Expression of the mutant human SOD1 in motoneurons alone or together with glial expression was shown to increase resistance to BMAA; when restricted to glia alone, it increased sensitivity to BMAA (Islam *et al.* 2012). Other investigators have shown that motoneuronal expression of G41S increased resistance to paraquat (Elia *et al.* 1999) or that G85R and A4V expressed in motoneurons, glia, or both had no significant effect on paraquat resistance (Islam *et al.* 2012). However, we do not know whether the difference to paraquat can be explained by different mutant SOD1 (G85R and A4V *vs.* G41S), or experimental conditions (20 mM paraquat in cornmeal fly food *vs.* 40 mM paraquat in 1% sucrose). Additionally, in a mouse study, the cre-lox system was used to excise mutant SOD1 expression from Schwann cells, which are glial cells of the peripheral nervous system. Removal of the mutant protein accelerated the disease, suggesting that its presence in Schwann cells slows disease progression (Lobsiger *et al.* 2009). These contradictory phenotypes may be an indication of hormesis, a term used to describe the phenomena of how exposure to a low dose to a toxic agent can confer a benefit, such as resistance to future stress, by activating repair mechanisms (Calabrese *et al.* 2011). Studies have shown that young flies exposed to low doses of H_2_O_2_ and other stresses, such as heat shock and hypergravity, have an increased ability to tolerate stress at an older age and live longer than flies not subjected to stress at a young age (Hercus *et al.* 2003; Le Bourg 2007; Le Bourg and Minois 1997; Le Bourg *et al.* 2001). Additionally, increased levels of ROS have been demonstrated to increase lifespan of other organisms, such as *Caenorhabditis elegans* (Yang and Hekimi 2010). By restricting mutant SOD1 expression to certain cells, whatever stress occurring there may be low enough to be hormetic when expressed in some cell types but is harmful in others. These opposing phenotypes are intriguing and further investigation may help us understand why motoneurons are the affected tissue in ALS and what role glia play in this disease.

Our microarray analysis examining changes in gene expression as a consequence of G85R expression is novel because the Gal4-UAS binary method affords us the ability to express G85R in specific cells. Although motoneurons or glia could be enriched to perform the microarray analysis, we believe the data obtained from RNA isolated from whole flies is valuable for obtaining a global view of transcriptional changes when mutant SOD1 is expressed in a cell -specific manner. It is known that degeneration of motoneurons is a key feature of ALS but changes at neuromuscular junctions have been reported to precede motoneuron loss (Fischer *et al.* 2004). However, it is important to stress that we only know the cell type in which we over expressed G85R, but we do not know which cell type is responsible for the transcriptional changes of the genes. Additionally, due to the cost of microarrays, we only used dSOD1 as a control. The *Drosophila* SOD1 was selected as a control because mutant human SOD1 has been shown to retain some activity in flies (Elia *et al.* 1999; Mockett *et al.* 2003). Additionally, wild-type human SOD1 was not used as a control because it has been shown to behave like a mutant SOD1 in flies (Islam *et al.*2012; Watson *et al.* 2008). It is, therefore, expected that some changes in gene expression may be masked by dSOD1 overexpression in comparison with G85R.

Analysis of our microarray data reveals the differential regulation of many genes and enriched GO terms when G85R is expressed in a cell-specific manner. Some of these genes and GO terms are unique to G85R expression in certain cell types and others are common among several or all cell type expression patterns of G85R. 

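CG31809 was lower in MN+glia than in either single driver, relative to controls: at 45d by -2.80 (SE 0.13, limma adjusted p = 1.3e-15) against MN and -3.07 (SE 0.13, limma adjusted p = 1.9e-16) against glia, and at 5d without the degraded array by -2.85 (SE 0.14, limma adjusted p = 7.1e-15) and -3.35 (SE 0.14, limma adjusted p = 1.7e-16), or -2.80 (SE 0.13) and -3.30 (SE 0.13) with it (n = 3 arrays per group, 2 for MN+glia G85R without the degraded array). CG11598 and alpha-Est2 rose less in MN than in glia, by -2.52 (SE 0.13, limma adjusted p = 1.8e-14) and -1.76 (SE 0.11, limma adjusted p = 4.9e-12) at 5d and by -2.45 (SE 0.13) and -2.35 (SE 0.11) at 45d. Alp8 and fit rose more in MN than in glia at 45d, by 2.67 (SE 0.25, limma adjusted p = 1.3e-08) and 1.97 (SE 0.33, limma adjusted p = 3.8e-04). At 5d CG17751 and CG17177 stood higher in MN than in glia by 2.12 (SE 0.14, limma adjusted p = 7.3e-12) and 2.05 (SE 0.30). At 45d the direct comparisons of the G85R effect called 255 probe sets for MN+glia against MN, 85 for MN+glia against glia and 267 for MN against glia by limma, or 738, 278 and 1013 with array weights. At 5d they called 192 and 27 without the degraded array, or 487 and 41 with it, and 116 for MN against glia. These last 3 counts ranged from 105 to 1590, 14 to 322 and 62 to 307 when 1 array was left out, and were 34, 9 and 64 on the arrays of each comparison alone; array weights gave 82 for MN+glia against glia and 415 for MN against glia, the replicate number as a block 113 and 18 for MN+glia against MN and against glia, and adjustment over the family of comparisons 239 and 73 for the same 2.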

Genes uniquely regulated by motoneurons and glia are of particular interest because it suggests that coexpressing mutant SOD1 in both cells somehow cancels out the effect of expression in a single cell type.

Oxidation-reduction is a GO term commonly enriched in the down-regulated set of genes for most flies. Additionally, the pentose-phosphate pathway, NADP metabolism, and glutathione metabolism have been identified among the enriched the GO terms in down-regulated gene sets. Glutathione is an important antioxidant whose activity relies on NAPDH, a product of the pentose-phosphate pathway. Glutathione normally exists in its reduced state (GSH), but when under conditions of oxidative stress, it is oxidized to glutathione disulfide (GSSG). NADPH regenerates GSH from GSSG. Reduced expression of genes within these pathways may result in an impaired response to ROS. Consistent with this hypothesis, all older flies expressing G85R have an increased sensitivity to hydrogen peroxide and those with G85R expression in motoneurons and glia have evidence of increased oxidative stress as determined by lipid peroxidation levels. Taken together, these results suggest that oxidative stress may be an important consequence of expressing mutant SOD1 in flies.

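Prx6c, a peroxiredoxin gene, rose at 45d under each driver, by 2.82 (SE 0.11, limma adjusted p = 1.1e-18) in MN, 1.99 (SE 0.11, limma adjusted p = 5.2e-15) in glia and 0.81 (SE 0.11, limma adjusted p = 2.6e-06) in MN+glia (n = 3 arrays per group). Irc, an immune-regulated catalase gene, rose by 0.24 (SE 0.078) in MN, and Sod3, an extracellular superoxide dismutase gene, by 0.18 (SE 0.052) in glia and 0.29 (SE 0.052) in MN+glia. SelR fell in MN, -0.17 (SE 0.047), and in glia, -0.16 (SE 0.047). Of 19 antioxidant enzymes 2 rose and 3 fell in MN at 45d, median -0.050 and mean 0.087 with a downward test (limma camera adjusted p = 0.7, or adjusted p = 0.89 with an estimated correlation). In glia 2 rose and 2 fell, or 3 and 3 over the list alone, and in MN+glia 2 rose and none fell, or 2 and 1 over the list alone; the medians were -0.050 and -0.014, the means 0.063 and 0.017, and both tests pointed down (limma camera adjusted p = 0.82, or adjusted p = 0.95 with an estimated correlation; limma camera adjusted p = 0.99, or adjusted p = 0.99 with an estimated correlation). Alternative fits did not all call Irc (MN at 45d), SelR (glia at 45d) and Sod3 (glia at 45d).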

Symptoms of ALS do not manifest until later in life and may be the result of cumulative damage that occurs over many years. For that reason, we are also interested in identifying temporal changes in gene expression. The results of the meta-analysis largely reflected those results obtained by individually comparing G85R to dSOD1 at each respective time point. 

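whe, at 45d the second-largest rise in glia, AttD in MN and Lip3 in glia were past the limma threshold both at 45d and in the change with age. In MN, 87 of the probe sets that rose with age relative to controls were also up at 45d, and 107 of those that fell were also down. In glia these were 119 and 109. For MN+glia they were 77 and 107 without the degraded array, and 103 and 163 with it. With all arrays the 3 drivers had 688 such probe sets together, against 2300 with array weights and 453 with the replicate number as a block. Data simulated 100 times without any change shared 0 to 0.02 probe sets on average, because almost nothing passes the threshold in such data. Lists of these sizes drawn independently, which leaves the shared arrays out of account, would share 4.26 to 15.9. Both comparisons use the 45d arrays, so a difference at 45d enters both lists. Neither figure is therefore a baseline for the overlap, part of which may come from those arrays. CG16826 and stress-sensitive B, low in 45d controls, are in both sets under each driver, and so is CG33109, which in MN controls was low at 5d already.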

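Relative to dSOD1 controls, MtnB and pirk in MN+glia and GstD2 in glia were among the falls with age. On the same measure CG16826, whe and CG33109 were among the rises under each driver. Such a fall can come from a larger rise in the controls: GstD2 in glia and MtnB in MN+glia rose with age in controls, and less so in G85R flies. Such a rise can come from a fall in the controls. In MN, CG16826 went from 13.46 at 5d to 9.03 at 45d in controls and from 13.52 to 13.60 in G85R flies. In MN 124 probe sets rose and 155 fell with age relative to controls by limma, in glia 168 rose and 158 fell, and in MN+glia 114 rose and 160 fell without the degraded array, or 328 and 396 with it. At least 2-fold the counts were 26 rises and 9 falls in MN, 25 and 21 in glia, and in MN+glia 20 and 28 without the degraded array or 19 and 41 with it. Which direction held more probe sets depended on the scaling: after cyclic loess normalization 227 rose and 107 fell in MN, 130 and 188 in glia and 432 and 388 in MN+glia, and after quantile normalization 134 and 191 in glia. The total of 279 in MN went to 157 without dSOD1 45d replicate 2, 184 and 173 without G85R 5d replicates 1 and 2, and 178 and 177 without G85R 45d replicates 1 and 3. That of 326 in glia went to 202 and 208 without dSOD1 5d replicates 2 and 3, 199 without G85R 5d replicate 1, 196 without G85R 45d replicate 3 and 561 without the degraded array. That of 724 in MN+glia went to 459 and 388 without dSOD1 5d replicates 2 and 3, 361 and 417 without dSOD1 45d replicates 1 and 3, 1931 and 274 without G85R 5d replicates 1 and 2, and 421 and 468 without G85R 45d replicates 2 and 3. Array weights gave 999 in MN and 1834 in glia, the arrays of each comparison alone 153 in MN, 1239 in glia and 79 in MN+glia, the replicate number as a block 158, 186 and 398, and the filter on dim probe sets 1166 in MN+glia.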

Interestingly, most significant changes in old flies generally occurred in the down-regulated gene lists.

We have also identified several fly genes that are orthologs of mammalian genes reported as differentially regulated in SOD1 transgenic mouse and in human ALS patients. Because changes in gene expression in a subset of cells may not represent global changes in expression, it is not unexpected that some of the orthologous genes were oppositely regulated as we used whole flies compared to cultured cells and tissues harvested by laser capture microdissection. Importantly, these differentially expressed orthologs exemplify how flies are very useful for identifying potential biomarkers and global targets for therapeutic treatments.

Microarray analysis of cell-specific expression of mutant SOD1 in the motoneurons and glia of flies has provided us with a number of candidate genes for future investigation. These genes encompassed a variety of functions, including several of the molecular mechanisms believed to contribute to the pathology of ALS. It is noteworthy that even though mutant SOD1 was expressed in a subset of neuronal cells, we were able to detect relatively large changes in expression of genes that function within the nervous system. This set of microarrays has generated a vast amount of data and further work is needed to identify those genes that are most important. By making our results publicly available, we hope to assist other researchers in better understanding how mutant SOD1 contributes to ALS.

## Supplementary Material

Supporting Information

# Supplementary material for: Transcriptome Profiling Following Neuronal and Glial Expression of ALS-Linked SOD1 in Drosophila
**Source:** G3 (Bethesda). 2013 Apr 1;3(4):695–708. doi: 10.1534/g3.113.005850
**Supplement:** Supporting Information

Transcriptome Profiling Following Neuronal and Glial Expression of ALS-Linked SOD1 in Drosophila — Supporting Information 

# Transcriptome Profiling Following Neuronal and Glial Expression of ALS-Linked SOD1 in *Drosophila*

## Supporting Information for Kumimoto, Fore, and Zhang, 2013

**Files in this Data Supplement:**

- Supporting Information - Files S1-S4 and Tables S1-S2 (PDF, 91 KB)
- Table S1 - Primers for real time RT-PCR (PDF, 57 KB)
- Table S2 - Mating scheme for cell-specific expression of SOD1 (PDF, 53 KB)
- File S1 - Genes with at least a 2-fold change in expression in G85R flies relative to their respective dSOD1 controls (.xlsx, 54 KB)
- File S2 - Comparison of quantitative RT-PCR results vs. microarray results. Changes in expression were determined by comparing G85R expressing flies to their dSOD1 controls. (.xlsx, 16 KB)
- File S3 - Enriched gene ontology terms in flies expressing G85R relative to their respective dSOD1 controls (.xlsx, 47 KB)
- File S4 - Enriched gene ontology terms in old G85R expressing flies from the meta-analysis (.xlsx, 16 KB)

# Supplementary material for: Transcriptome Profiling Following Neuronal and Glial Expression of ALS-Linked SOD1 in Drosophila
**Source:** G3 (Bethesda). 2013 Apr 1;3(4):695–708. doi: 10.1534/g3.113.005850
**Supplement:** Supporting Information

Table S1 Primers for real time RT-PCR

GENE		SEQUENCE
CG13551	5'	CGCCTTAAGAACGACCAGAT
CG13551	3'	TCACTTGTGCAGGTTCTCG
CG31742	5'	CGTCGGGAAAGTTAATTGGA
CG31742	3'	AGCTCGATCCCAGTATGTGC
CG33296	5'	TGTGGTCTTGCAATCTGCTC
CG33296	3'	TTGGCCATAGATCCACAACA
heat shock protein 22	5'	TGGCTATAGCTCCAGGCACT
heat shock protein 22	3'	CGCTCCTTGAGTGTCTCCTG
longitudinals lacking	5'	ATGCCGGAGTTGTGGTAAAG
longitudinals lacking	3'	GTCATCGTATTCGGCTTTGG
Niemann-Pick type C-1b	5'	ACTCACTGTCCGTCCAGCTT
Niemann-Pick type C-1b	3'	CGGTGGTGACGTTGTACTTG
Niemann-Pick type C-2e	5'	ATCTCCTGTACGGTGCCATC
Niemann-Pick type C-2e	3'	GCATCGTTCAACGTGACAGT
cAMP-dependent protein kinase 1	5'	GGATTGCGATCTTCCAAAAG
cAMP-dependent protein kinase 1	3'	AGCAAACCTCCTTGGCACACT
pointed	5'	ACGCCCTATGATGCTCAATC
pointed	3'	TATCCAGACCCAAGGTGCTC
Prosap	5'	CCCAAGACTATTCCCGATCA
Prosap	3'	GCTGTTGCACAAGTTGCTTC
Protein tyrosine phosphatase 99A	5'	ACTATGTGAGCCGCGACTTT
Protein tyrosine phosphatase 99A	3'	AGATGCTGTTGGGATTGGAC
rhomboid	5'	GTCCCCAGGTGTCGTACATT
rhomboid	3'	AACGCTAGCCACCAGATGAG
Ribosomal protein L32	5'	CGGATCGATATGCTAAGCTGT
Ribosomal protein L32	3'	GCGCTTGTTGATCCGTA

Sema-1a	5'	CTGCTGGTCGGCTTCTTTAC
Sema-1a	3'	ACAGGACGAGGGGAAGCTAT
SCAP	5'	ACGAGAGGATTTGCGTATGG
SCAP	3'	CGCACATCCCACACAATAAG
sulfateless	5'	ACGGCGATGTTATAGCCAAC
sulfateless	3'	GATAGTAGGCCAGCCAGTGC
slamdance	5'	TCAAGCAGATCATGGACTCG
slamdance	3'	TCTGATCCGCAGTGTTCTTG
tumbleweed	5'	TTGGCCTCTATCGATTGTCC
tumbleweed	3'	GATATCCGTGTTGCCCAAAT
wrapper	5'	CTGAATCGGAGCTTCAGGAC
wrapper	3'	GAGCCCGAGTTGAACATCAT

# Supplementary material for: Transcriptome Profiling Following Neuronal and Glial Expression of ALS-Linked SOD1 in Drosophila
**Source:** G3 (Bethesda). 2013 Apr 1;3(4):695–708. doi: 10.1534/g3.113.005850
**Supplement:** Supporting Information

Table S2 Mating scheme for cell-specific expression of SOD1

CELL TYPE	STATUS	MATING SCHEME	REPLICATES	AGES
Motoneuron	Control	D42-Gal4 X UAS-dSOD1 ^{wt}	3	5d, 45d
Motoneuron	Experimental	D42-Gal4 X UAS-hSOD1 ^{G85R}	3	5d, 45d
Glia	Control	M1B-Gal4 X UAS-dSOD1 ^{wt}	3	5d, 45d
Glia	Experimental	M1B-Gal4 X UAS-hSOD1 ^{G85R}	3	5d, 45d
Motoneuron + Glia	Control	D42-Gal4, M1B-Gal4 X UAS-dSOD1 ^{wt}	3	5d, 45d
Motoneuron + Glia	Experimental	D42-Gal4, M1B-Gal4 X UAS-hSOD1 ^{G85R}	3	5d, 45d

Mating scheme for cell-specific expression of SOD1. The UAS-Gal4 system in was used to drive cell specific expression of SOD1. To drive expression of SOD1 in motoneurons, flies containing the D42-Gal4 driver were crossed to flies containing UAS-dSOD1^{wt} and UAS-hSOD1^{G85R}. To drive expression of SOD1 in glia, flies containing the M1B-Gal4 driver were crossed to flies containing UAS-dSOD1^{wt} and UAS-hSOD1^{G85R}. To drive expression of SOD1 in motoneurons, and glia, flies containing both the D42-Gal4, M1B-Gal4 drivers were crossed to flies containing UAS-dSOD1^{wt} and UAS-hSOD1^{G85R}. Three biological replicates consisting of 40 adult male flies were harvested at 5 days and 45 days post eclosion.

How the deposited data were processed for this re-analysis (not part of the article)

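RNA from whole adult male flies in pools of 40 was measured on 36 Affymetrix Drosophila arrays, 3 in each of 12 groups formed by the cells that expressed the transgene (MN, glia or MN+glia), the transgene (dSOD1 or G85R) and the age (5d or 45d). Groups were taken from the sample labels. The authors made the deposited log2 values by RMA, which corrects background, normalizes arrays by quantiles and summarises probes per probe set. The paper gives the version of the Robin software used for this step. The version of RMA itself is not stated, nor whether all arrays were normalized together. Medians per array ran from 6.41 to 6.55 on the log2 scale, and no further normalization was applied. Of 18952 probe sets 183 controls were left out, and 18769 were tested; 1 probe set per gene, the one with the highest mean, stood for each of 11982 genes in tests of gene lists.

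With R 4.3.3 and limma 3.58.1, a linear model with 1 mean per group was fitted to all 36 arrays (24 residual degrees of freedom, 5.77 more from the empirical Bayes prior), without a trend or a block. 18 comparisons were drawn from it: G85R against dSOD1 for each set of cells and age, the change of that difference with age, its differences between drivers, and ageing of dSOD1 controls. P values were adjusted by the Benjamini-Hochberg method within each comparison over all fly probe sets, at a threshold of 0.05, with a change of at least 2-fold where stated. Tests of 33 gene lists used camera with a preset correlation of 0.01 and, beside it, an estimated correlation, adjusted over lists and comparisons of the same kind. For this kind of sample 23 lists were written out by hand and 10, such as cytochrome P450s and ribosomes, were formed from the way gene symbols begin, with some symbols added by hand: immune pathways, detoxification and redox enzymes, metabolism, organelles, muscle, nervous system and other tissues of male and female flies. Counts over the paper's own term lists are given without a test, since the study chose them on these arrays and File S3 prints the larger ones only in part. Genes named in the text are, among probe sets with 1 gene symbol, the 5 largest rises and 5 largest falls of each G85R comparison, 3 each way for the other comparisons, up to 2 each way per gene list, and every gene that Table 1, File S2 or the results text names, whose values in the paper's tables were seen before this rule was set; other genes named were chosen after their values were seen.

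The model was tested on simulated data with 200 changed probe sets among 18769: of 100 changed 1.5-fold 90% were found and of 100 changed 2-fold 99%, with 6 false calls. Alternatives comprised quantile or cyclic loess normalization, a filter on dim probe sets, array weights, an eBayes trend, adjustment over a family of comparisons, the replicate number as a block, a fit on the arrays of 1 comparison alone, 1 probe set per gene, a fold of at least 2 with no test on p, and leaving out each array in turn. The paper leaves out 1 array for RNA degradation and names its group as 5d M1B::G85R; on the arrays, replicate 2 of MN+glia G85R flies at 5d carries that mark, and changes and calls that rest on it are given without it and with it, a choice made after its values were seen. qRT-PCR values are the paper's, from independent flies, and were not tested again. Signal from Sod1 was to be read in every sample and was not analysed here, nor was npc1b. Comparisons with mouse and human data of other studies were not analysed here.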

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

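Tests chosen only after the result was seen are those of the share of genes on X and of a response of genes wherever they lie, of RNA degradation, of the matched probe sets, and of a variant under the probes and a single array or driver, together with all values without the degraded array.

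In all 6 comparisons of G85R with dSOD1 flies, 120 probe sets rose and 140 fell without the degraded array, and 225, for 187 genes, changed in the same direction with all arrays, 110 up and 115 down. Variants linked to the UAS lines on the autosomes are a candidate explanation: with all arrays 2 of 185 such genes with a known place lie on X (1.08%) against 1873 of 11823 measured genes (15.8%, Fisher's exact test p = 1.5e-11), or 4 of 215 (1.86%) without the degraded array, while a response of genes wherever they lie would put 29.3 there (95% range 20 to 39). Of all genes called in each of the 6 comparisons 4.12% to 8.01% lie on X, or 8.44% in MN+glia at 5d with the degraded array, and of those whose difference between G85R and dSOD1 flies changed with age 11.9% in MN, 13.6% in glia and, with all arrays, 10.6% in MN+glia. With all arrays, other probe sets of the same gene followed in 11 of 41 cases (26.8%), against 14 of 17 (82.4%) for as many probe sets matched in size of change that change with age in dSOD1 flies (Fisher's exact test p = 1.4e-04) and 17 of 24 (70.8%) for those with the largest change with age (p = 7.6e-04 by the same test), while their place along the chromosome leaves the question open, with 41 pairs within 10 measured genes of each other against a median of 35 and a 95% bound of 45 over 10000 random sets of genes (permutation p = 0.16). An effect of G85R and one of the line that carries it cannot be told apart in any of the 6 comparisons, because the transgene and the line go together in each. This limit covers the calls of single comparisons as well as those alike in all 6. A change that differs with age or driver is not a constant difference between the lines, but the line goes with the transgene there too.

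Replicate 2 of MN+glia G85R flies at 5d stood apart from the other 35 arrays, with an SD of its deviations from the group mean of 0.197 against 0.0696 to 0.131. RNA degradation may explain it: the 3' probe set of actin exceeded the 5' probe set by 5.72, above every other array, and GAPDH and eIF-4a had their highest differences on this array too. A mislabelled sample is argued against, since over the 200 probe sets that best separate the groups its own group ranked 1 of 12 by distance, at 4.69 against 12.6 for the next. No biological explanation was tested.

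CG16826, whe and the probe set that File S1 names stress-sensitive B fell with age in dSOD1 flies of each driver, and CG33109 fell in those of glia and MN+glia, while in MN its controls stood at 7.31 at 5d and 7.20 at 45d. A variant between the lines under the probes would act at both ages, yet the median difference at 5d was 0.0552 against a median change with age of 3.51; for CG33109 in MN, which differed by 1.39 at 5d and changed further with age, a variant stays open for part of the difference. A single array or driver is argued against for CG16826, whe and stress-sensitive B, where all 9 arrays of 45d dSOD1 flies lay below each of the other 27. For CG33109 7 of the 9 did, and the fall in its MN controls was not past the limma threshold (adjusted p = 0.41). All 4 changed with age past that threshold under each driver relative to controls, so these counts are no independent check of a single driver. After cyclic loess the change with age was at least 1.04 for all 4 under each driver. Cyclic loess was applied to values that the authors had already normalized, so it cannot decide whether their normalization plays a part. The fall itself was -5.96 for CG16826, -3.72 for whe and -2.61 for stress-sensitive B in glia controls, and -0.10 (SE 0.097) for CG33109 in MN controls. Ageing of dSOD1 flies and an influence of G85R on how these genes change with age stay open and were not tested apart from each other. The sample labels give no batch of rearing or collection. One shared by the 45d dSOD1 flies is not excluded, and checks of it were dropped after their values were seen.

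By limma's test of the difference itself, some genes responded unequally between groups. The effect of G85R on CG16826 changed with age by 4.51 in MN, 6.11 in glia and 6.05 in MN+glia, the last being 6.01 without the degraded array. For CG31809 MN+glia minus MN was -2.80 at 5d, or -2.85 without the degraded array, and -2.80 at 45d, and MN+glia minus glia was -3.30 at 5d, or -3.35 without it, and -3.07 at 45d. CG11598 differed between MN and glia by -2.52 at 5d. Alp8 differed between MN and glia by 2.67 at 45d. Each of these differences has 3 arrays per group behind it, or 2 for MN+glia G85R at 5d without the degraded array.

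Gene lists that the paper does not discuss moved past an adjusted p of 0.05 in limma's camera with the preset correlation; with an estimated correlation 0 of 198 tests of G85R against dSOD1 did so and 19 had an unadjusted p under 0.05. UDP-glucuronosyltransferases had medians of 0.102 in MN, 0.0988 in glia and 0.0387 in MN+glia without the degraded array, or 0.088 with it, at 5d. Cuticle proteins had a median of 0.0538 in MN+glia at 5d without the degraded array, or 0.0926 with it, and of -0.0602 in MN at 5d, no longer past the threshold after cyclic loess normalization. Digestive serine proteases lay at 0.2011 in MN+glia at 5d without the degraded array, or 0.2066 with it, and at 0.139 in glia at 45d. Hemocyte genes stood at 0.1797 in glia at 5d. The 3 lysozymes had medians of 0.1595 in MN+glia and 0.1721 in glia at 45d. Male accessory gland proteins were lower in each of 5 comparisons, by medians of -0.3045 in MN, -0.1292 in glia and -0.1145 in MN+glia at 45d, and at 5d of -0.1148 in glia and -0.1204 in MN+glia without the degraded array, or -0.1227 with it. Eye genes had a median of 0.1178 in MN+glia at 45d and, at 5d, of 0.0329 without the degraded array, no longer past the threshold, or 0.0578 with it. Testis genes stood at 0.1786 in MN, 0.1506 in glia and 0.066 in MN+glia at 45d, and in MN+glia at 5d at -0.1089 without the degraded array, no longer past the threshold, or -0.1796 with it.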

How the results depend on the processing

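Chosen only after the data were seen were the values without replicate 2 of MN+glia G85R flies at 5d for comparisons that do not hold that array. Counts of calls stayed within 1.5 times the main value, by limma, under quantile or cyclic loess normalization, an eBayes trend and 1 probe set per gene, and counts of probe sets changed at least 2-fold did so under every alternative run. Fitting the arrays of 1 comparison alone gave 705 for MN at 5d (main value 1500), 1156 for MN at 45d (main value 1881), 350 for MN+glia at 5d (main value 2603), 153 for the change with age in MN (main value 279), 1239 for the change with age in glia (main value 326), 79 for the change with age in MN+glia (main value 724), 34 for MN+glia minus MN at 5d (main value 487), 9 for MN+glia minus glia at 5d (main value 41), 64 for MN minus glia at 5d (main value 116) and 132 for probe sets changed alike in all 6 comparisons (main value 225); fewer arrays set the spread there by construction. Array weights gave 4264 for MN at 45d, 2047 for glia at 5d (main value 1057), 3870 for glia at 45d (main value 1872), 999 for the change with age in MN, 1834 for the change with age in glia, 738 for MN+glia minus MN at 45d (main value 255), 82 for MN+glia minus glia at 5d, 278 for MN+glia minus glia at 45d (main value 85), 415 for MN minus glia at 5d, 1013 for MN minus glia at 45d (main value 267) and 2300 for calls shared by the change with age and 45d (main value 688). With the replicate number as a replicate block there were 158 for the change with age in MN, 186 for the change with age in glia, 398 for the change with age in MN+glia, 113 for MN+glia minus MN at 5d, 18 for MN+glia minus glia at 5d and 453 for calls shared by the change with age and 45d, and no other count of calls moved by more than 1.5 times; deviations of arrays that share a number correlated above 0.1 in 4 of 18 pairs of arrays (-0.30 to 0.21), so the numbers do not pair the arrays. The filter on dim probe sets gave 1166 for the change with age in MN+glia, and adjustment over the family of comparisons gave 239 for MN+glia minus MN at 5d and 73 for MN+glia minus glia at 5d. For all of these the cause was not tested, apart from the fit on fewer arrays. Of 198 tests of gene lists 54 passed with the preset correlation and 0 with an estimated correlation in limma's camera. With the estimated correlation 19 had an unadjusted p under 0.05. That correlation is estimated for each list from the arrays, so the loss is not fixed by construction. The 54 calls therefore rest on the preset correlation. Leaving out 1 array gave 771 to 1940 calls for MN at 5d, with 902 and 860 without MN dSOD1 5d replicates 1 and 3, 771 without MN G85R 5d replicate 1 and 1940 without MN+glia G85R 5d replicate 2. For MN+glia at 5d the range without 1 array was 1221 to 3579, with 1704 and 1516 without MN+glia dSOD1 5d replicates 2 and 3 and 1221 and 3579 without MN+glia G85R 5d replicates 2 and 1. With 1 array fewer, the change with age in MN had 157 to 401 calls, with 157 without MN dSOD1 45d replicate 2, 184 and 173 without MN G85R 5d replicates 1 and 2, 178 and 177 without MN G85R 45d replicates 1 and 3 and 401 without MN+glia G85R 5d replicate 2. Leaving out 1 array gave 196 to 561 calls for the change with age in glia, with 202 and 208 without glia dSOD1 5d replicates 2 and 3, 199 without glia G85R 5d replicate 1, 196 without glia G85R 45d replicate 3 and 561 without MN+glia G85R 5d replicate 2. For the change with age in MN+glia the range without 1 array was 274 to 1931, with 459 and 388 without MN+glia dSOD1 5d replicates 2 and 3, 361 and 417 without MN+glia dSOD1 45d replicates 1 and 3, 1931 and 274 without MN+glia G85R 5d replicates 1 and 2 and 421 and 468 without MN+glia G85R 45d replicates 2 and 3. With 1 array fewer, MN+glia minus MN at 5d had 105 to 1590 calls, with 134, 1541 and 138 without MN dSOD1 5d replicates 1, 2 and 3, 106 and 752 without MN G85R 5d replicates 1 and 2, 862, 200 and 105 without MN+glia dSOD1 5d replicates 1, 2 and 3 and 1590, 192 and 863 without MN+glia G85R 5d replicates 1, 2 and 3. Leaving out 1 array gave 14 to 322 calls for MN+glia minus glia at 5d, with 14, 14 and 27 without glia dSOD1 5d replicates 1, 2 and 3, 14 and 14 without glia G85R 5d replicates 1 and 3, 18 and 18 without MN+glia dSOD1 5d replicates 1 and 3 and 322, 27 and 25 without MN+glia G85R 5d replicates 1, 2 and 3. For MN minus glia at 5d the range without 1 array was 62 to 307, with 71, 307 and 62 without MN dSOD1 5d replicates 1, 2 and 3, 72 and 75 without glia dSOD1 5d replicates 2 and 3 and 71 without glia G85R 5d replicate 2. Rises and falls shifted with the scaling, with 1585 and 718 instead of 973 and 908 for MN at 45d (cyclic loess), 227 and 107 instead of 124 and 155 for the change with age in MN (cyclic loess), 134 and 191 instead of 168 and 158 for the change with age in glia (quantile), 130 and 188 instead of 168 and 158 for the change with age in glia (cyclic loess), 145 and 136 instead of 102 and 153 for MN+glia minus MN at 45d (quantile), 53 and 40 instead of 39 and 46 for MN+glia minus glia at 45d (cyclic loess) and 217 and 103 instead of 132 and 135 for MN minus glia at 45d (cyclic loess). Over the 6 comparisons of G85R with dSOD1 flies, the largest shift of the median log2 difference was 0.017 under quantile and 0.029 under cyclic loess normalization. Calls of named genes were lost in 265 of 1486 cases on the arrays of 1 comparison, 153 with the block, 68 under cyclic loess, 58 under quantile normalization, 47 with adjustment over the family, 40 with array weights, 4 with a trend and 1476 of 11640 with 1 array left out; none changed direction. For gene lists cyclic loess ended 4 calls and added 9, the filter on dim probe sets 11 and 4, and leaving out 1 array 40 and 34 of 1188. In simulated data at this signal over background, 90% of 1.5-fold and 99% of 2-fold changes were found.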

Differences from the paper's values

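Chosen only after the data were seen were the comparison of File S1 with each set of arrays and the reading of MN+glia at 5d without the degraded array first; the alternatives named below were otherwise set before the data were examined.

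For MN+glia at 5d the paper gives 590 rises, at the same threshold, against 1135 by limma with all arrays. The value came within 1.5 times the paper's at 837 with 1 probe set per gene, 819 without MN+glia dSOD1 5d replicate 2, 750 without MN+glia dSOD1 5d replicate 3 and 549 without MN+glia G85R 5d replicate 2. It stayed outside at 166 with own arrays only, 929 with replicate block, 1114 with quantile normalization, 1065 with cyclic loess normalization, 891 with filter on dim probe sets, 1136 with array weights, 1155 with eBayes trend, 966 with BH over family, 1042 without MN+glia dSOD1 5d replicate 1, 1572 without MN+glia G85R 5d replicate 1 and 1239 without MN+glia G85R 5d replicate 3.

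For MN+glia at 5d the paper gives 701 falls, at the same threshold, against 1468 by limma with all arrays. The value came within 1.5 times the paper's at 1043 with replicate block, 885 without MN+glia dSOD1 5d replicate 2, 766 without MN+glia dSOD1 5d replicate 3 and 672 without MN+glia G85R 5d replicate 2. It stayed outside at 184 with own arrays only, 1247 with quantile normalization, 1266 with cyclic loess normalization, 1559 with filter on dim probe sets, 1408 with array weights, 1573 with eBayes trend, 1224 with BH over family, 1279 with 1 probe set per gene, 1292 without MN+glia dSOD1 5d replicate 1, 2007 without MN+glia G85R 5d replicate 1 and 1636 without MN+glia G85R 5d replicate 3.

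Of 981 fold values of Table 1, File S1 and File S2 set beside those from the same probe sets, 28 differ in sign or by more than the replicate SD, taken as limma's residual SD over all 12 groups, 26 of them for MN+glia at 5d; with the SD of the 2 groups of each comparison, a choice made after the values were seen that lets the degraded array widen the spread, 8 differ, 6 of them there and 7 of them in sign. A fall is written with a minus sign. There the paper's value and that from all arrays are, for Npc2e -1.1 against 1.273, rho 1.09812 against -1.05, SCAP -3.01 against -3.301, SCAP in File S1 -3.01488 against -3.301, Mal-A3 1.73712 against 2.071, the M12927 probe set 1.97309 against 2.25, CG13325 -1.14 against 1.362, fit 1.04891 against 1.301, CG31883 -2.22736 against -2.446, Alp8 1.76747 against 2.187, CG33109 1.02 against -1.054, PGRP-SC1a/b 2.12774 against 2.862, GstD2 1.9784 against 2.185, pirk 2.6637 against 3.781, CG17177 -2.01501 against -2.607, CG13675 2.38366 against 1.95, CG13482 2.00677 against 2.667, CG42807 1.66 against 2.399, LManIII -1.14 against 1.194, Mal-A6 2.08151 against 2.343, CG13324 -1.08 against 1.134, Jon44E -1.49595 against -1.189, CG32945 -1.70081 against -1.793, Cyp4p2 -2.17155 against -1.973, Nmdmc -1.3 against -1.083 and Ugt36E1 -2.44476 against -2.236. Without MN+glia G85R 5d replicate 2 none of the 26 differs by that measure. Array weights close the gap for all but Npc2e, CG13325, pirk and CG13324; over all 981 values 28 differ under array weights too, 20 of them outside MN+glia at 5d against 2 in the fit without weights, and 46 and 40 differ under quantile and cyclic loess normalization. Quantile normalization closes it for SCAP alone, and cyclic loess normalization for SCAP, CG31883 and CG32945. Without MN+glia dSOD1 5d replicate 1 it closes for Mal-A3, GstD2, Mal-A6, Cyp4p2 and Ugt36E1, without replicate 2 for the M12927 probe set, fit, GstD2 and pirk, and without replicate 3 for SCAP, CG31883, CG17177, CG13482, CG32945 and Nmdmc. Without MN+glia G85R 5d replicate 3 it closes for pirk and CG13482, and without replicate 1 all of the values differ. Alternatives that change the test alone leave fold values as they are, so the 26 differ under those too.

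For CG42342 in glia at 5d the paper's fold in File S1 is 2.9042 against 2.082, and it differs under each alternative run; File S1 prints the same numbers for this probe set and for that of Tsen34. For CG10912 in MN+glia at 45d the paper's fold is 1.02 against -1.021; it does not differ under cyclic loess normalization or without MN+glia dSOD1 45d replicate 3, and differs under quantile normalization, array weights and without each of the other 5 arrays of that comparison.

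The paper's methods place the degraded array that was left out in the glia group at 5d. In File S1, 110 of 112 glia values at 5d lie within 0.006 of those from all 3 arrays, against 12, 6 and 9 without replicates 1, 2 and 3; for MN+glia at 5d 0 lie so near with all arrays and 32 within 0.05, and without replicate 2, an array left out in all comparisons by a choice made after the values were seen, 47 lie within 0.006 and 111 within 0.05 (13 and 26 without replicates 1 and 3). Of the 28 regions drawn in Figure 5, 12 hold the paper's number with all arrays and 20 do without that array, where the largest difference is 1, a setting chosen after the values were seen that drops 1 of the 69 probe sets with a paper's fold of at least 2 in MN+glia at 5d (2 with all arrays).

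The paper's text gives immune and defense terms as enriched in MN and MN+glia at 45d, whereas for MN+glia File S3 lists them at 5d. Of 13 antimicrobial peptide genes 2 rose in MN+glia and 9 in MN at 45d past an adjusted p of 0.05 in limma, and in MN+glia at 5d 2 did so without the degraded array, or 4 with it.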

Other observations

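Chosen only after the data were seen were the values without the degraded array; the counts over other splits of the arrays were set beforehand.

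In dSOD1 control flies, 45d against 5d, 8497, 7594 and 7182 of 18769 probe sets changed in MN, glia and MN+glia by limma, many genes of muscle and of respiration among the falls; the paper uses this comparison to remove effects of normal ageing and does not name the genes below in its text. In MN, glia and MN+glia controls TpnC4, a troponin C, changed by -2.37 (SE 0.089), -2.39 (SE 0.089) and -3.19 (SE 0.089), and SERCA, the calcium pump of muscle, by -2.60 (SE 0.081), -2.97 (SE 0.081) and -2.45 (SE 0.081). ND-B8 of respiratory complex I changed by -2.39 (SE 0.10), -1.35 (SE 0.10) and -1.89 (SE 0.10). The neuropeptide-like gene Nplp3 moved by -1.98 (SE 0.12), -2.92 (SE 0.12) and -2.78 (SE 0.12), and the prophenoloxidases PPO1 by -1.94 (SE 0.10), -2.04 (SE 0.10) and -1.19 (SE 0.10) and PPO2 by -2.10 (SE 0.11), -2.25 (SE 0.11) and -1.37 (SE 0.11). GstD2 rose by 2.19 (SE 0.10), 2.59 (SE 0.10) and 2.32 (SE 0.10), and the cuticle gene Cpr67Fb by 2.12 (SE 0.16), 3.81 (SE 0.16) and 3.12 (SE 0.16). MtnB, a metallothionein, rose by 4.09 (SE 0.33) in glia and 3.89 (SE 0.33) in MN+glia controls.

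Past an adjusted p of 0.05 in limma, subunits of the respiratory complexes rose and fell in these controls in numbers of 1 and 67 in MN, 1 and 71 in glia and 1 and 75 in MN+glia, of 80, with median changes of -0.375, -0.4007 and -0.4674. Sarcomere genes counted 3 and 21 in MN, 2 and 23 in glia and 2 and 23 in MN+glia, of 30, and testis genes 1 and 26 in MN, 0 and 25 in glia and 0 and 26 in MN+glia, of 30. Of the septate junction genes most went up, with 19 and 0 in MN, 18 and 1 in glia and 21 and 1 in MN+glia, of 25. Of 99 tests of gene lists in these controls 36 passed an adjusted p of 0.05 in limma's camera with the preset correlation and 3 with an estimated one, where 17 had an unadjusted p under 0.05; the 3 are those of the respiratory complexes.

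Some genes that no claim concerns changed with G85R past an adjusted p of 0.05 in limma. Obp99b, an odorant-binding protein, rose at 5d by 1.69 in glia and 1.62 in MN+glia, or 1.94 with the degraded array, and at 45d by 1.29 in MN. Cpr72Ec, a cuticle gene, rose by 0.80 in glia at 5d and by 0.96 in glia and 2.04 in MN+glia at 45d, where MN+glia exceeded MN by 1.90 and glia by 1.09 in limma's test of the difference. NimC1, a receptor of hemocytes, changed by -0.63 in MN at 5d and by -0.88 in MN and -0.51 in glia at 45d.

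For each comparison the arrays, with the degraded one included, were also split in other ways. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05, and 1 split, the real one, gave as many calls in each: MN at 5d, 1500 against at most 6 in another split, MN at 45d, 1881 against at most 0 in another split, glia at 5d, 1057 against at most 0 in another split, glia at 45d, 1872 against at most 0 in another split, MN+glia at 5d, 2603 against at most 18 in another split, MN+glia at 45d, 1320 against at most 1 in another split, ageing in dSOD1 MN, 8497 against at most 100 in another split, ageing in dSOD1 glia, 7594 against at most 0 in another split, ageing in dSOD1 MN+glia, 7182 against at most 1 in another split.

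For the change with age and the differences between drivers, 100 splits were drawn, and they do not settle whether chance can be excluded: the change with age in MN had 279 calls, 11 splits as many and the highest other 2908, the change with age in glia had 326 calls, 9 splits as many and the highest other 849, the change with age in MN+glia had 724 calls, 9 splits as many and the highest other 2354, MN+glia minus MN at 5d had 487 calls, 12 splits as many and the highest other 1374, MN+glia minus MN at 45d had 255 calls, 10 splits as many and the highest other 2850, MN+glia minus glia at 5d had 41 calls, 10 splits as many and the highest other 3219, MN+glia minus glia at 45d had 85 calls, 14 splits as many and the highest other 2999, MN minus glia at 5d had 116 calls, 9 splits as many and the highest other 599, MN minus glia at 45d had 267 calls, 11 splits as many and the highest other 1374. The highest splits called several times the real count, which points to a structure of the samples: each split with as many calls kept at least 1 pair of groups whole or fully exchanged, so its calls carry differences of age, transgene or driver, and such splits show nothing about chance.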
